# Transcriptomic plasticity of the hypothalamic osmoregulatory control centre of the Arabian dromedary camel

**DOI:** 10.1038/s42003-022-03857-0

**Published:** 2022-09-23

**Authors:** Panjiao Lin, Benjamin T. Gillard, Audrys G. Pauža, Fernando A. Iraizoz, Mahmoud A. Ali, Andre S. Mecawi, Fatma Z. Djazouli Alim, Elena V. Romanova, Pamela A. Burger, Michael P. Greenwood, Abdu Adem, David Murphy

**Keywords:** Animal physiology, Molecular evolution

## Abstract

Water conservation is vital for life in the desert. The dromedary camel (*Camelus dromedarius*) produces low volumes of highly concentrated urine, more so when water is scarce, to conserve body water. Two hormones, arginine vasopressin and oxytocin, both produced in the supraoptic nucleus, the core hypothalamic osmoregulatory control centre, are vital for this adaptive process, but the mechanisms that enable the camel supraoptic nucleus to cope with osmotic stress are not known. To investigate the central control of water homeostasis in the camel, we first build three dimensional models of the camel supraoptic nucleus based on the expression of the vasopressin and oxytocin mRNAs in order to facilitate sampling. We then compare the transcriptomes of the supraoptic nucleus under control and water deprived conditions and identified genes that change in expression due to hyperosmotic stress. By comparing camel and rat datasets, we have identified common elements of the water deprivation transcriptomic response network, as well as elements, such as extracellular matrix remodelling and upregulation of angiotensinogen expression, that appear to be unique to the dromedary camel and that may be essential adaptations necessary for life in the desert.

## Abstract (web summary)

Comparative transcriptomic analyses between dromedary camels and rats provide insight into water homeostasis gene responses in animals under water stress conditions.

## Introduction

To live and thrive in arid environments places enormous evolutionary pressure on processes of water conservation. In the desert, free-standing water is sparsely found in isolated oases and rainfed reservoirs, which makes it important for desert animals to minimize water loss^1^. The physiological adaptations of the one-humped Arabian camel (*Camelus dromedarius*) provide a foremost example of how to survive extended periods without drinking in hot, arid desert environments^2,3^.

Water loss is extremely well tolerated in the camel; whilst 12% (of the body weight) would be fatal to non-desert mammals due to cardiac failure resulting from circulatory disturbance^4^, the camel can survive up to 30%^5^. The mobilisation of water from the metabolism of fat is also thought to help the camel survive periods of water deprivation (WD), although neither hump size, hump adipocyte volume, nor hump lipid content are altered by 23 days of WD^6^, suggesting that lipid mobilization occurs elsewhere. Interestingly, ketosis, has not been reported in camels even after starvation^7,8^. However, it is water economy that is particularly vital for survival in the desert, and in the dromedary camel this is achieved by a number of mechanisms, including minimal evaporative cooling (camels rarely sweat), water extraction from undigested food residues, and tolerance of variation in body temperature from 34 °C at night up to 42 °C during the day^9,10^, which prevents the loss of around 5 l of water per day through sweating.

At the level of the kidney, the camel produces low volumes of highly concentrated urine as a consequence of highly efficient reabsorption of water^11^. This is mediated by the actions of the antidiuretic hormone arginine vasopressin (AVP) in the kidney to promote water reabsorption in the collecting duct^12^ and sodium reabsorption in the thick ascending limb of the loop of Henle^13^. Circulating AVP increases following WD in the camel^11,14^, and the kidney response to AVP is known to be highly sensitive in the camel^15^. AVP is made in the hypothalamus by large magnocellular neurones (MCNs) located in the supraoptic nucleus (SON) and released peripherally into the blood circulation from nerve terminals located in the posterior lobe of the pituitary gland, a neuro-vascular interface through which the brain regulates peripheral organs in order to maintain homoeostasis. SON MCNs also produce oxytocin (OXT), a neuropeptide hormone closely related to AVP that, in addition to its well-known roles in parturition, lactation and other reproductive behaviours^16^, is thought to have natriuretic activity at the level of the kidney^17,18^.

The capacity of the camel for rapid rehydration is equally remarkable. Presented with water, a dehydrated camel can consume up to of 110 l in 10 min^19^ and in doing so restore one third of its body weight loss^20^. As such, camels rapidly return to normal hydromineral balance. Such rapid consumption of large quantities of water following WD would be fatal in temperate species.

Whilst the plethora of plastic processes in the hypothalamus that enable the rat to cope with WD are well known^21^ and have been documented in detail at the transcriptome level in a number of rat models^22,23^, nothing is known about these mechanisms in the dromedary camel. Thus, to investigate the central control of water homoeostasis in the camel, we have performed transcriptome studies on the SON of this species. We cloned and sequenced the camel *AVP* and *OXT* genes and used this information to describe the distribution of neurons expressing *AVP* and *OXT* mRNAs in the SON. This mapping enabled us to perform precise sample derivation for transcriptome analysis. We used RNA sequencing (RNAseq) to catalogue the transcriptomes of camel SON under control and WD conditions. As a consequence of WD, 209 gene transcripts significantly alter their levels of expression. By comparing camel and rat datasets, we have identified common elements of the WD gene response network, as well as elements that appear to be unique to the dromedary camel and that may be essential for the unique adaptations that enable life in the desert.

## Results

### Experimental groups

The experimental protocol of this study is summarized in Fig. 1a. We obtained samples from 19 camels divided into 3 groups; controls (water *ad libitum*, *n* = 5), WD (water deprivation for 20 days, *n* = 8) and rehydrated (water deprivation for 20 days followed by water *ad libitum* for three days, *n* = 6). We have shown that WD increased calculated plasma osmolality in these animals, but values return to normal from 12 h of rehydration onwards^24^. Concurrently, circulating AVP levels increased following WD^14,24^ and remained higher than control values throughout the rehydration period^21^. The renin-angiotensin system is known to be important for the maintenance of water balance in WD camel^14^. Here we report that circulating angiotensin II (ANG II) levels in our camels were increased significantly by WD (Fig. 1b), then gradually returned to control levels over the course of rehydration (Fig. 1c).

**Fig. 1:**
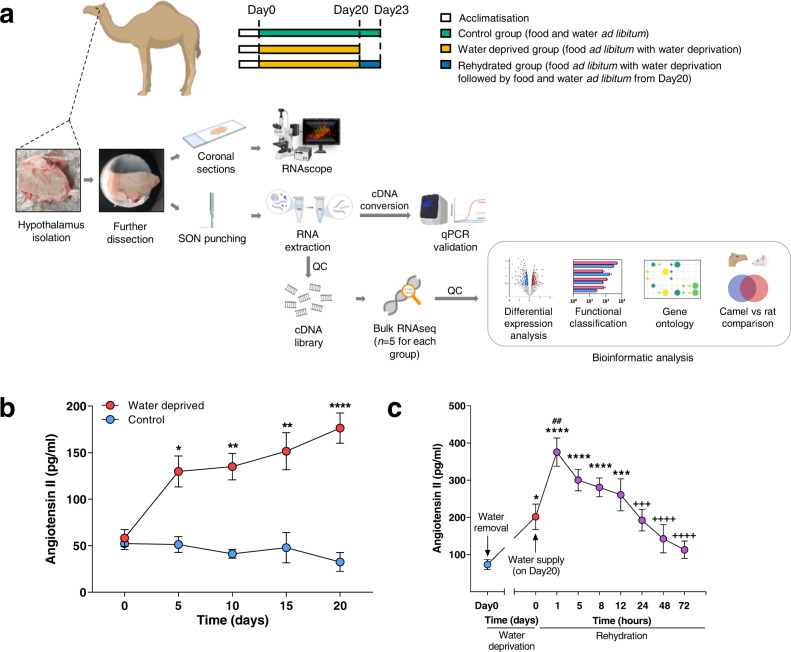
Experimental groups and change of plasma angiotensin II level. **a** Experimental workflow studying the camel SON (created using BioRender.com incorporating original material by the first author). After acclimatisation, hypothalamic samples were collected from 19 camels divided into 3 groups; control (water *ad libitum*, *n* = 5), WD (water deprivation for 20 days, *n* = 8) and rehydrated (water deprivation for 20 days followed by water *ad libitum* for three days, *n* = 6). A tissue block containing the SON was collected from the camel brain and further dissected to facilitate slicing. Coronal hypothalamic sections were prepared for RNAscope or collection of the SON samples (*n* = 5 for each condition) for RNAseq and/or qRT-PCR. For RNAseq, the population of RNA molecules were converted to cDNA for the next generation sequencing workflow. RNAseq data were analysed using software packages or online databases for quality control (QC), differential expression analysis, functional classification, and gene ontology analysis. The camel SON differentially expressed genes (DEGs) were compared to rat SON DEGs. Plasma ANG II levels during WD and following recovery by rehydration were measured. **b** Plasma ANG II over 20 days of WD compared to control. Data were analysed using two-way repeated measures ANOVA with Šídák’s multiple comparisons test. *padj ≤ 0.05, **padj ≤ 0.01, ****padj ≤ 0.0001 in relation to control. **c** Plasma ANG II over 72 h of rehydration (purple dots) for the rehydration camels (*n* = 6) in comparison to their control state (Day0, blue dot) and after 20 days of WD (Day20, red dot). Data were analysed using one-way mixed-effects model (restricted maximum likelihood) for repeated measures with Tukey’s multiple comparisons test. *padj ≤ 0.05, ***padj ≤ 0.001, ****padj ≤ 0.0001 in relation to control (Day0). ##padj ≤ 0.01 in relation to 20 days WD (Day20). +++padj ≤ 0.001, ++++padj ≤ 0.0001 in relation to 1 h rehydration.

### Mapping of the dromedary camel SON

We cloned and sequenced the dromedary camel *AVP* (GenBank: OM963135) and *OXT* (GenBank: OM963134) genes in order to design probes for fluorescent in situ hybridisation. We used RNAscope to map hypothalamic AVP and OXT neurones and to define the structure of the dromedary SON (Fig. 2). The nucleus appears as a confined aggregate of large-sized neurons extending rostral-caudally for >4 mm. A distinct topography was observed, consisting of two major subdivisions, named here as the rostral SON (Fig. 2a–j) and caudal SON (Fig. 2f–l). From rostral to caudal, MCNs are clustered (Fig. 2a) in the dorsal position relative to the optic chiasm (OX, the cross of optic tracts), which we characterized as the rostral SON. More caudally, the rostral SON expands dorsolaterally to the distal end of the OX, away from the third ventricle (3V) (Fig. 2b–j). Proceeding caudally, a second condensed MCN population that was characterized as the caudal SON is formed between the OX and the 3V (Fig. 2f). Once the OX is completely detached from the 3V, it is regarded as the optic tract (OT) that no longer is crossed to form the chiasm (Fig. 2g). Continuing caudally, the rostral SON gradually diminishes in size whilst the size of the caudal SON increases and then declines (Fig. 2f–l). The sterically relative locations of these hypothalamic structures are illustrated in Fig. 2m and Supplementary Movie S1. Higher magnification confocal images (Fig. 2n–p) showed that MCNs express high levels of *AVP* or *OXT* mRNAs (Fig. 2o), with only a small population expressing equivalent quantities of both (Fig. 2p).

**Fig. 2:**
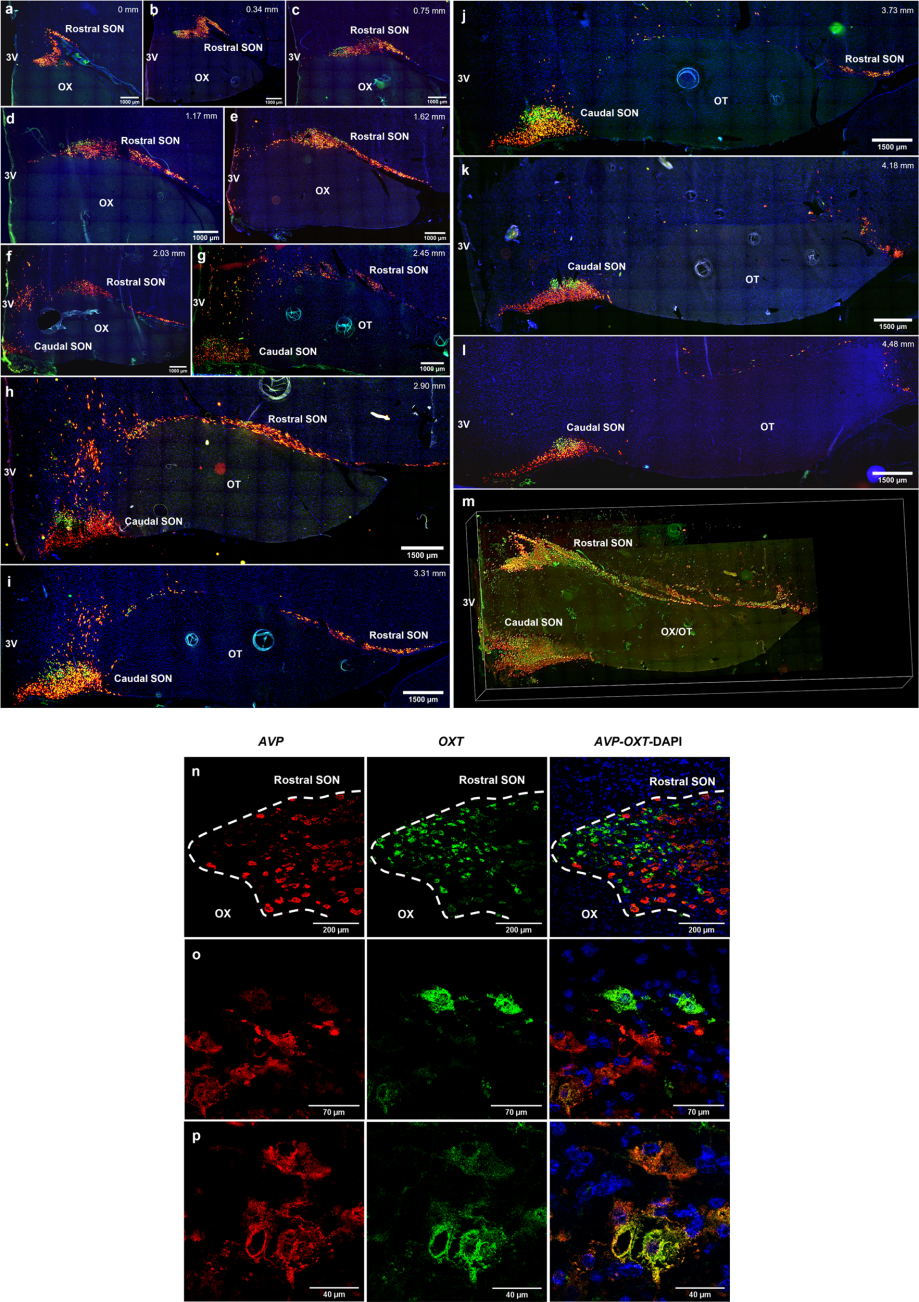
Mapping of the dromedary camel SON. The hypothalamic block was sliced into 16 μm thick coronal sections. **a**–**l** Montage of low power views of RNAscope of *AVP* and *OXT* mRNAs showing their localizations in camel SON. The serial images illustrate the rostral-caudal extent of the SON. Along the rostral-caudal axis, MCNs form a condensed population (rostral SON) lining the dorsal surface of OX (latterly OT), followed up by lateral extension, and form a condensed population (caudal SON) adjacent to the 3V. The level of each section is indicated by the distance from the point that the cell population of rostral SON begins (level 0 mm). **m** A screenshot of Supplementary Movie S1 (a 3D model of camel SON constructed using the RNAscope images) demonstrating spatially relative location of rostral and caudal SON subdivisions. **n** Low power view of RNAscope of *AVP* and *OXT* mRNAs showing their localizations in part of the rostral SON of the same WD camel. **o** Higher magnification of (**n**) distinguishing the AVP and OXT MCNs. **p** Higher magnification of (**n**) highlighting the MCNs with co-localized *AVP* and *OXT* mRNA. *AVP*: red, *OXT*: green, DAPI: blue; SON: supraoptic nucleus, OX: optic chiasm, OT: optic tract, 3V: third ventricle.

### Expression of the *AVP* and *OXT* genes by WD and subsequent rehydration

Based on our RNAscope mapping, we were able to precisely punch both rostral and caudal SONs from control, WD and rehydrated camels for qRT-PCR analysis of gene expression. We looked at the expression of mature *AVP* and *OXT* transcripts as well as the precursor (intron-containing) heteronuclear RNA (hnRNA) transcription products of these genes (*hnAVP* and *hnOXT*) as a proxy measure of transcription. In the rostral SON (Fig. 3), the relative expression of the mature *AVP* mRNA was significantly increased following WD and remained significantly elevated following rehydration compared to controls (Fig. 3a). A similar trend was observed for the *hnAVP* RNA. Both the mature OXT mRNA and *hnOXT* showed a trend of increasing during WD and rehydration but without statistical significance (Fig. 3a). These data were largely replicated in the caudal SON (Fig. 3b) suggesting similar functions for these two anatomically defined SON structures in the camel. Notably, we found barely detectable levels of the *VIP* mRNA, a well-known suprachiasmatic nucleus (SCN) marker gene^25^, in both rostral and caudal SONs confirming the identity of the neuroendocrine cells collected as AVP and OXT MCNs (Supplementary Table S1).

**Fig. 3:**
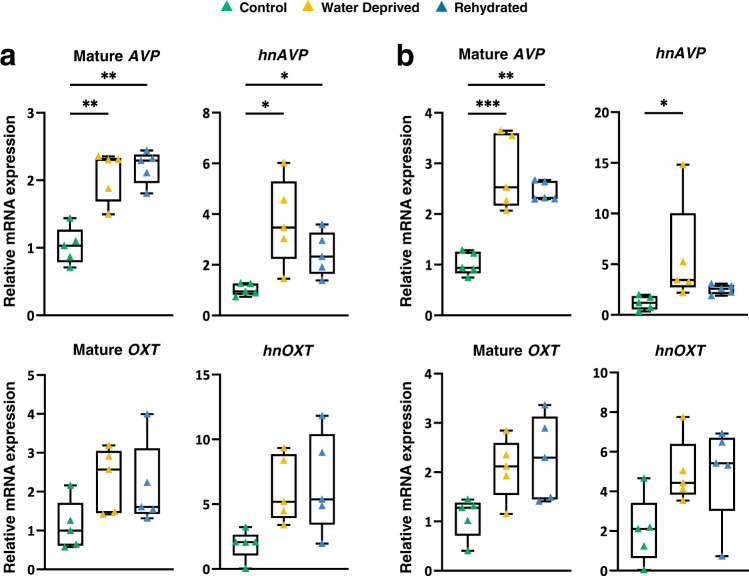
Expression of the *AVP* and *OXT* genes in WD and subsequent rehydration. Relative mRNA expression levels of mature mRNA and heteronuclear RNA of *AVP* and *OXT* in rostral SON (**a**) and caudal SON (**b**) were detected by qRT-PCR. Results are illustrated by box and whisker plots with each individual value as a superimposed triangle (control: green; WD: yellow; rehydrated: blue). Whiskers represent the minimum and maximum values within a group. The median is shown as a line in the centre of the box. Data was analysed by using Brown-Forsythe and Welch one-way ANOVA with Dunnett T3 post-hoc test. *padj ≤ 0.05, **padj ≤ 0.01, ***padj ≤ 0.001.

### Transcriptome profiles of control and WD camel rostral SON

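The SON is a hypothalamic nucleus of magnocellular neurones, which make vasopressin and oxytocin and release them from the posterior pituitary. RNA of its rostral part was taken from 5 control camels and from 5 camels without water for 20 days (water deprivation, WD). Libraries were stranded, made after depletion of ribosomal RNA, and sequenced from both ends. The authors trimmed the reads, aligned them to the dromedary genome assembly Camdro2 with STAR and counted the aligned read pairs of each gene with FeatureCounts. They deposited these counts without normalization, for 22444 Ensembl gene IDs, and the values given here are computed from them. Between 1665098 and 7518432 read pairs were counted per control library, with a median of 4233342, and between 4227685 and 8126641 per WD library, with a median of 5000749. The mean over the 10 libraries was 5187212 read pairs counted on genes, whereas the paper gives 22.2 M (1 M is 1e+06) as the mean number of mapped reads. All values given here use the counts on genes. A group of 5 gene IDs, each above 1% of the counts of a library, took between 27.7% and 76.1% of each library. No symbol is paired with these IDs in the tables used here. The counts left for all other genes ranged from 397495 in control library 13 (CON13) to 5872137 in WD library 9 (WD9), with 1106575 in WD library 6 (WD6). After division by DESeq2's size factors, 1 read pair was worth 5.54 normalized counts in CON13, 2.19 in WD6 and between 0.41 and 1.11 in the other libraries, so genes with few counts are measured least precisely in these 2 libraries. Each pair of libraries of a group differed by more than the sampling noise (chi-square per degree of freedom of at least 8.62 over genes).

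**Figure D1:**
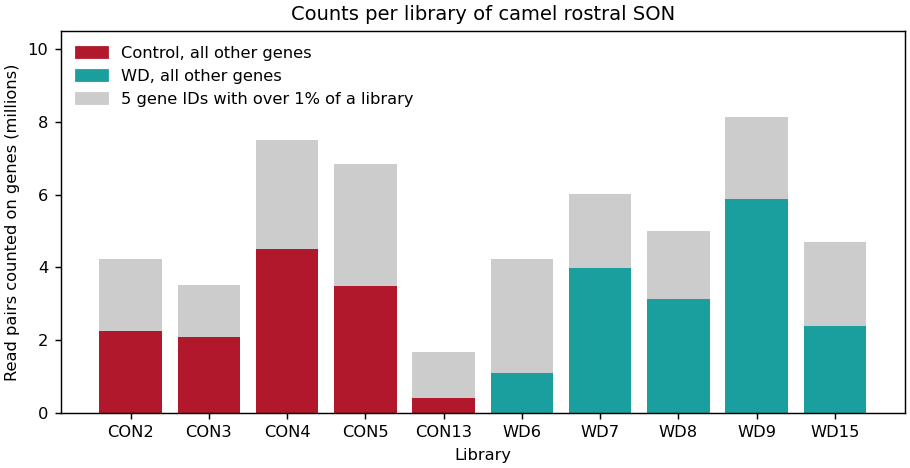
Read pairs counted on genes in each of the 5 control and 5 WD libraries, divided into the 5 gene IDs with over 1% of the counts of a library and all other genes. The part left for all other genes is smallest in CON13, followed by WD6.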

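Differences between WD and control camels were tested with edgeR's quasi-likelihood F test after TMM normalization, on the 14432 genes that edgeR's filterByExpr kept by group. Adjusted p-values follow Benjamini and Hochberg over these genes, and genes with an adjusted p of at most 0.05, the paper's threshold, are called differentially expressed genes (DEGs). Levels of single genes are CPM (counts scaled to a common library total) after TMM normalization, and changes are log2 fold changes of WD over control. The paper's own tool, DESeq2 with its Wald test, was run on the same counts as an alternative. Gene symbols come from the paper's supplementary tables, which pair 4351 of the 22444 IDs with a symbol. The copy of Supplementary Data S2a used here holds 1819 genes of the 22444 in the paper's table, so no test of overlap was run on it. It lists 209 genes at or under the paper's threshold, which is the paper's full number of DEGs. Each library was also left out in turn.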

We sequenced the ribosomal depleted transcriptomes from the rostral SON of control (*n* = 5) and WD (*n* = 5) camels. 

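The paper's RNA integrity numbers (RIN, lower for more degraded RNA) of the sequenced samples averaged 6.46 ± 0.477 (SD, n = 5) in control and 6.08 ± 0.792 (SD, n = 5) in WD camels, a difference of -0.38 that is within the spread of the samples (two-sided exact permutation test, p = 0.405). The mean fragment size of the libraries was 310.4 ± 21.1 bp (SD, n = 5) in controls and 309.4 ± 17.1 bp (SD, n = 5) in WD camels (exact permutation test, p = 0.913). CON13 and WD library 15 (WD15) had shorter fragments than the other 8 libraries. The groups differed neither in total counts (exact permutation test, p = 0.548) nor in counts outside the 5 most counted gene IDs (exact permutation test, p = 0.5). With Benjamini-Hochberg adjustment over these measures and the share of the 5 gene IDs, 5 in all, no exact permutation p was under 0.685.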

Only RNA samples that passed stringent quality control (QC) checks (see Methods) were subject to RNAseq (Supplementary Data S1). A complete profile of basally expressed (control) genes and differentially expressed genes (DEGs) are catalogued in Supplementary Data S2a. 

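In the 5 control libraries, 21597 gene IDs had a mean count above 0 after normalization by DESeq2's median of ratios. A count in each of the 5 control libraries was found for 15986 of them (74.0%), whereas 881 had a count in 1 control library and 1092 had 3 counts or fewer over the 5 libraries. A further 389 gene IDs had no control count and at least 1 count in a WD library. The definition of expression moved the number most when at least 1 CPM was required in each control library, which left 13636 genes. When each control library was left out in turn, between 21272 and 21520 genes had a mean above 0.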

There were 21597 genes expressed in the control samples (average normalized read counts > 0) representing the basal transcriptome of the camel SON (Supplementary Data S2b). This set of genes was classified into functional categories based on the human transcription factor catalogue^26^, the pharmacological target database IUPHAR (the International Union of Basic and Clinical Pharmacology)^27^ and the physiological function database HGNC (HUGO Gene Nomenclature Committee)^28,29^ of their encoded products (Supplementary Fig. S1 and Supplementary Data S3a–i).

We then compared the basal transcriptome to that of the WD state in order to identify DEGs. Principle component analysis (PCA) showed that the control and WD samples are distinguishable with the rate of 46% on principal component 1 (PC1) and 24% on PC2 of total variance (Fig. 4a). 

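On the 500 most variable genes after DESeq2's regularized log transformation, PC1 carried 46.2% and PC2 24.0% of the variance. The mean PC2 score was -3.92 ± 3.70 (SD, n = 5) for control and 3.92 ± 4.98 (SD, n = 5) for WD libraries. This difference of 7.84 was larger than the spread of the libraries in a two-sided exact permutation test (p = 0.0397). The mean PC1 score was -4.29 ± 8.09 (SD, n = 5) for control and 4.29 ± 6.05 (SD, n = 5) for WD libraries, a difference of 8.58 (exact permutation test, p = 0.0873). Control libraries lay between -16.0 and 5.17 on PC1 and WD libraries between -5.53 and 10.1, so the groups overlapped on this axis. On the 100 most variable genes the exact permutation p was 0.0159 for PC1 and 0.0794 for PC2. Without control library 4 (CON4) or WD6, the exact permutation p was 0.0397 and 0.0159 for PC1, and 0.183 and 0.278 for PC2. Without control library 5 (CON5) and without CON13, that for PC2 was 0.0635 and 0.214. Without WD15 that for PC1 was 0.325, and it was 0.286 on a larger set of variable genes and 0.333 on log2 CPM, all by exact permutation. For PC2 the exact permutation p was 0.0159 both on this larger set and on log2 CPM.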

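PC1 scores also followed depth. Over the 10 libraries, they rose with the read pairs counted outside the 5 most counted gene IDs (Pearson's r = 0.885, permutation p = 0.00077; Spearman's rho = 0.842, permutation p = 0.00383). After Benjamini-Hochberg adjustment over the 6 relations computed between these scores and depth, the permutation p of rho was 0.016. Without CON13 and WD6, r was 0.719. Within the 5 control libraries rho was 1, and within the 5 WD libraries it was 0.7. PC2 scores showed no such relation beyond chance over the 10 libraries pooled (r = -0.361, permutation p = 0.305, and rho = -0.479, permutation p = 0.166). Within each group, however, rho was -0.9. The pooled test does not account for the group difference on PC2, so a relation of PC2 with depth is not excluded.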

PC1 explained 46% of total variance between the samples and can be attributed to the different hydration conditions.

**Fig. 4:**
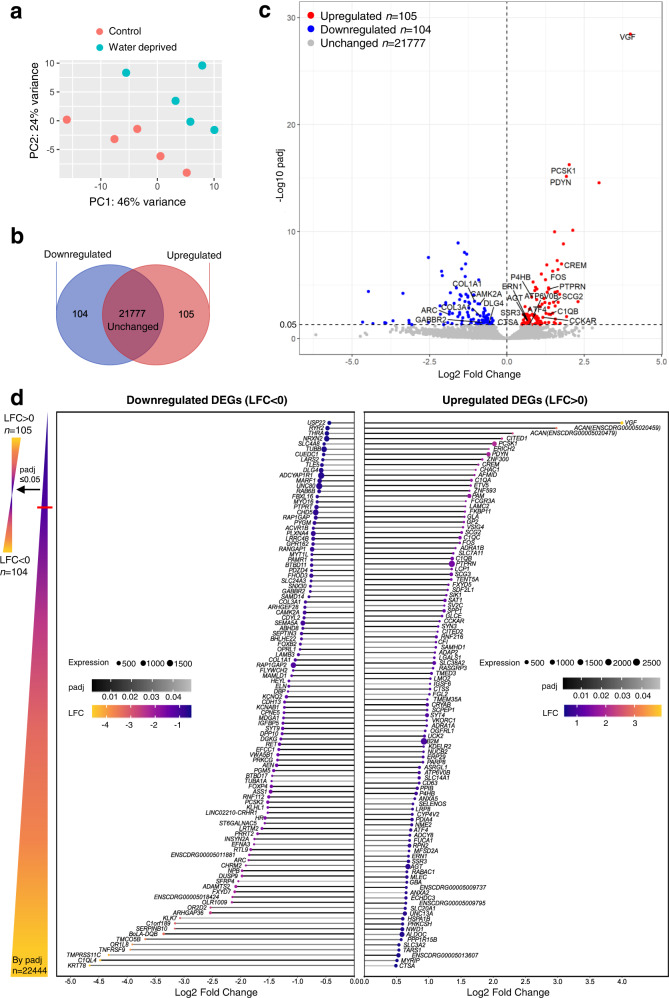
Transcriptome profiles of the basal and WD camel rostral SON. **a** Principal component analysis (PCA) showing separation between control and WD conditions. Control sample: red; WD sample: turquoise. PC: principal component. PC1 (46%) and PC2 (24%) are the most and second underlying variation between samples. **b** Venn diagram showing 105 upregulated differentially expressed genes (DEGs), 104 downregulated DEGs, and 21777 unchanged genes by WD. **c** Volcano plot of statistical significance (-log_10_ padj) against LFC of DEGs (padj ≤ 0.05) in WD. Red: upregulated DEGs; blue: downregulated DEGs; grey: unchanged genes. Selected DEGs labelled by gene symbols. **d** Upregulated and downregulated DEGs are sorted by LFC. Grayscale of the bars represents padj. Dot size represents transcript abundance measured by average normalized read counts across all samples (baseMean).

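FOSL2 (ENSCDRG00005012100), a subunit of the transcription factor AP-1, was at 125 ± 45.7 CPM (SD, n = 5) in WD camels and 67.5 ± 24.6 CPM (SD, n = 5) in control camels. Its log2 fold change was 0.91 (standard error 0.260, adjusted p = 0.194) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of GLP1R (ENSCDRG00005014658), the receptor of glucagon-like peptide 1, was 1.21 (standard error 0.345, adjusted p = 0.192) in the same edgeR fit. For TLR4 (ENSCDRG00005012955) and IRF8 (ENSCDRG00005010228) it was 0.92 and 0.98, and each had an adjusted p of 0.229 by the edgeR test. WD and control libraries overlapped for each of these 4 genes, and all 4 log2 fold changes stayed above 0 when each library was left out in turn. GLP1R alone passed the threshold in one of these fits, without WD15 (adjusted p = 0.0491, edgeR). With RIN as a covariate, its adjusted p by edgeR was 0.00896. With depth group as a covariate (the 5 libraries with the fewest counts outside the 5 most counted gene IDs against the other 5), chosen after the data were seen, that of FOSL2 was 0.00511 by edgeR. Adjusted over the list alone, all 4 genes were past the threshold, which is not independent evidence since the study chose them on these samples.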

We tested the validity of using an adjusted *p* value (padj) cut-off of >0.05 for identifying DEGs by using qRT-PCR to look the expression of several genes with RNAseq padj values ranging from 0.062 to 0.15 (Supplementary Fig. S2). This showed that some DEGs were being missed by calling the significance of the DEGs using a padj cut-off of 0.05. However, for the sake of robustness, all our subsequent analyses have been restricted to genes with padj ≤ 0.05, but it is important to note that some genes that failed to reach this cut-off may have biological importance in the transition to the WD state.

At a padj cut-off of 0.05, 209 DEGs were identified in camel rostral SON of which 104 were downregulated and 105 were upregulated by WD (Fig. 4b). 

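By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 72 of the 14432 genes tested had an adjusted p of at most 0.05, 39 of them higher and 33 lower in WD camels. Without adjustment, 1344 genes had a p under 0.05. For 66 of the 72 DEGs the 5 WD libraries all lay above or all below the 5 control libraries. Of all tested genes 2.62% did so, where chance gives 0.794%. All 72 are among the 209 DEGs the paper lists in Supplementary Data S2a. Of those 209, 199 passed the filter on low counts and all 199 changed in the direction the paper lists. The paper's list comes from the same counts, so neither match is independent evidence. Among the alternatives set before the data were examined, the number was lowest with library totals in place of TMM factors (10 genes, 7 higher and 3 lower), and highest with DESeq2's Wald test and its independent filter in place of edgeR (209 genes, 105 higher and 104 lower). The level of that filter, DESeq2's default, was chosen after its number had been compared with the paper's. When each library was left out in turn, edgeR called between 40 genes, without CON3, and 102, without WD6. A split of the 10 libraries by depth gave 778 DEGs. It set the 5 with the fewest counts outside the 5 most counted gene IDs against the other 5. The 778 hold none of the 72, but this fit did not model condition, so an overlap was unlikely from the start. With this depth group as a covariate, chosen after the data were seen, edgeR called 224 genes, all 72 included. The paper takes its DEGs at the same threshold from DESeq2, and its pathway analysis and its comparison with the rat start from this list.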

A volcano plot was used to visualize all the DEGs in WD (Fig. 4c). We next show all upregulated and downregulated DEGs sorted by log2 fold change (LFC) via lollipop charts (Fig. 4d). 

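VGF (ENSCDRG00005014790), which encodes a precursor of secreted peptides, had the largest rise among the DEGs called here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a log2 fold change of 3.99 (standard error 0.363). It was at 801 ± 430.2 CPM (SD, n = 5) in WD camels and 50.0 ± 16.2 CPM (SD, n = 5) in control camels, and its log2 fold change stayed between 3.68 and 4.16 when each library was left out in turn. The next largest rises among DEGs whose groups did not overlap were those of 2 IDs with no symbol, ENSCDRG00005020459 at 2.97 and ENSCDRG00005020479 at 2.30, of CITED1 (ENSCDRG00005009756) at 2.15 and of PCSK1 (ENSCDRG00005011495) at 2.02. C1QL4 (ENSCDRG00005006050) had the largest fall, a log2 fold change of -4.35 (standard error 0.807, adjusted p = 0.0169) by edgeR, with 121 control counts and 8 WD counts. With each library left out in turn, the log2 fold change of C1QL4 lay between -5.38 and -3.815. Its adjusted p by edgeR was 0.0987 without CON3 and 0.0501 without WD15. Of the other DEGs whose groups did not overlap, ARHGAP36 (ENSCDRG00005010650) followed at -2.52, and ADAMTS2 (ENSCDRG00005005953) had -2.06, with 2 IDs without a symbol between them (ENSCDRG00005006303 and ENSCDRG00005008425). KRT78 (ENSCDRG00005007377), a keratin gene, had 33 counts over the 10 libraries and was removed by the filter on low counts. Its 29 control counts included 11 from CON13, in which 1 read pair weighs most, and no WD library had more than 2. CON13 holds 77.3% of its normalized control counts, so the size of its fall rests largely on 1 library. The DESeq2 fit gave it a log2 fold change of -4.66 (standard error 1.28, adjusted p = 0.0288), which depends on how counts this low are treated.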

Amongst these genes, LFC ranged from 3.997 (*VGF*, the most upregulated gene) to −4.664 (*KRT78*, the most downregulated gene). 

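The smallest adjusted p of all genes tested was that of VGF, 3.85e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.43e-29 by DESeq2's Wald test. VGF was past the threshold under each alternative and with each library left out, with an adjusted p of at most 6.35e-04 by edgeR when a library was left out. PTPRN (ENSCDRG00005000951), a membrane protein of secretory granules, had the highest mean normalized count of the DEGs, 4068 over the 10 libraries after DESeq2's normalization, followed by PCSK1 at 2692, VGF at 1986, PDYN (ENSCDRG00005011753) at 1825 and PAM (ENSCDRG00005007464) at 1395. The log2 fold change of PTPRN was 1.36 (standard error 0.254, adjusted p = 0.0179) by edgeR. Its adjusted p by edgeR passed 0.05 without CON3, CON4, CON5 or control library 2 (CON2), and was highest, 0.0632, without CON2.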

*VGF* is also the most significantly changed gene (padj = 3.43E–29), whilst the most abundantly expressed DEG is *PTPRN* (baseMean = 4068.132). Using the same method for classification of all genes expressed in basal state supplemented with the usage of the UniProt database^30^, the 209 DEGs were placed into functional categories (Supplementary Fig. S3 and Supplementary Data S3j).

### qRT-PCR validations of genes changed by WD and subsequent rehydration in camel SON

We used qRT-PCR to validate DEGs identified by RNAseq in both the rostral and caudal portions of the SON (Fig. 5). In addition, we asked about the effect of rehydration on the expression of these genes. Amongst the genes examined for RNAseq validation, 13 genes (*AGT, ATF4, ATP6V0B, C1QB, CCKAR, CREM, CTSA, FOS, PCSK1, PDYN, PTPRN, SCG2* and *VGF*) were upregulated and 3 genes downregulated (*GABBR2, COL3A1*, and *CAMK2A*) following WD in the SON. 

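In the RNAseq counts, 13 of the 17 genes examined by qRT-PCR were higher and 4 lower in WD than in control camels, and for 15 of them the WD and control libraries did not overlap (0.794% of genes by chance, which does not hold for genes chosen on these libraries). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 7 of the 13 were past the threshold. PDYN, which encodes prodynorphin, was at 618 ± 127 CPM (SD, n = 5) in WD camels and 162 ± 46.4 CPM (SD, n = 5) in control camels. The log2 fold changes were 1.93 for PDYN, 1.77 for CREM (ENSCDRG00005016686), 1.48 for FOS (ENSCDRG00005001172) and 1.48 for SCG2 (ENSCDRG00005002315), with an adjusted p of 3.02e-04, 0.00313, 0.00313 and 0.0213 by edgeR. Without CON3 the adjusted p of SCG2 rose to 0.110 by edgeR, while PDYN, CREM and FOS were past the threshold with each library left out. Of the 4 genes lower in WD, COL1A1 (ENSCDRG00005012316) was past the threshold with a log2 fold change of -1.04, and CAMK2A (ENSCDRG00005002212) lay at it with -0.87 (standard error 0.190, adjusted p = 0.0501) by edgeR. COL1A1 was lost in 8 of the 10 fits with a library left out, with an adjusted p of up to 0.0940 without CON5 (edgeR). COL3A1 and GABBR2 had an adjusted p of 0.0857 and 0.139 by edgeR. The remaining 6 genes that were higher, CCKAR, C1QB, ATP6V0B, ATF4, AGT and CTSA, had adjusted p-values between 0.0601 and 0.266 by edgeR. DESeq2's Wald test called all 17, and edgeR with depth group as a covariate 15. Adjusted over the list alone, all 17 were past the threshold, which is not independent evidence since the study chose these genes on these samples.

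**Figure D2:**
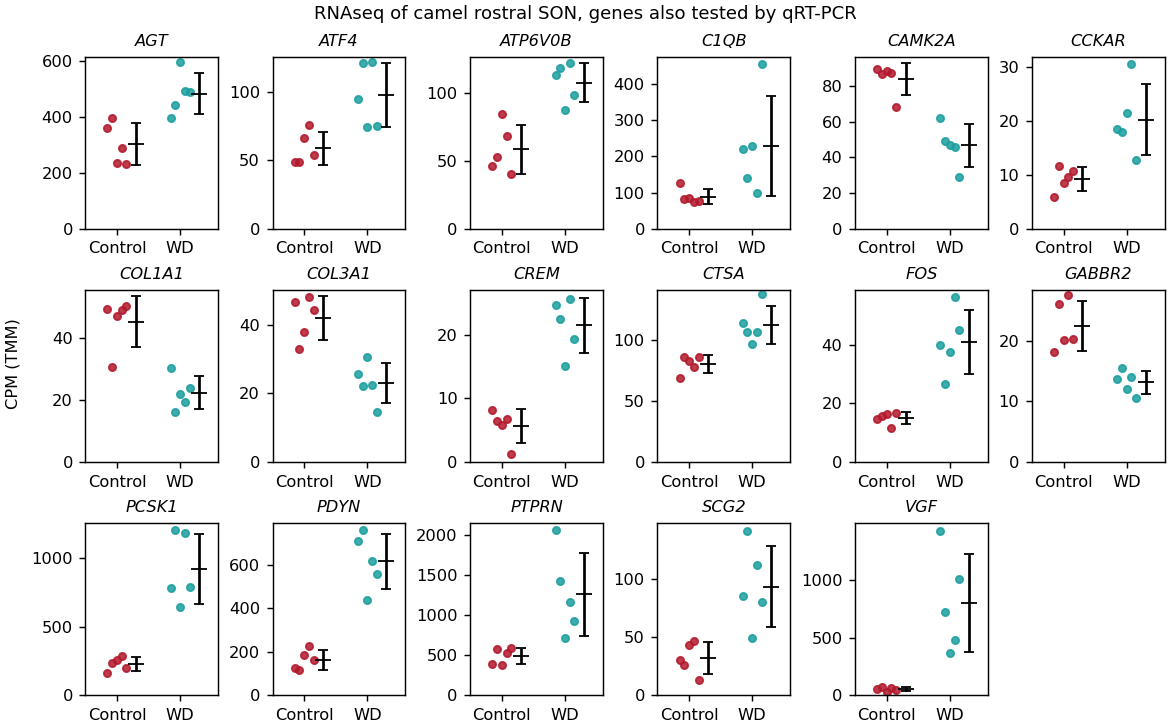
CPM after TMM normalization (y axis, a scale for each panel) of the 17 genes in the 5 control and 5 WD libraries. Points are single libraries, and the horizontal tick and bar give the mean ± SD. The groups overlap for ATF4 and C1QB and not for the other 15 genes.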

In the rostral SON, we confirmed differential expression of most genes in WD with the only exceptions being *ATF4, CAMK2A*, *COL1A1* and *COL3A1* (Fig. 5a). In the caudal SON we confirmed differential expression by WD of genes *AGT, ATF4, C1QB, CCKAR, CREM, CTSA, FOS, PCSK1, PDYN, PTPRN* and *VGF* (Fig. 5b). This perhaps suggests that the anatomical location of the camel SON has some implications for SON function. The recovery of fluid homoeostasis during rehydration prompted the return of most gene transcripts to or towards control levels (Fig. 5). However, there were some notable exceptions. In the rostral SON, the expression during rehydration of *AGT, COL3A1, PDYN, SCG2* and *VGF* remained significantly different from controls. In the caudal SON, the expression during rehydration of *AGT, CTSA, C1QB, PDYN*, *PTPRN* and *VGF* remained significantly different from controls. This suggests that these genes are functionally important during the recovery period following WD.

**Fig. 5:**
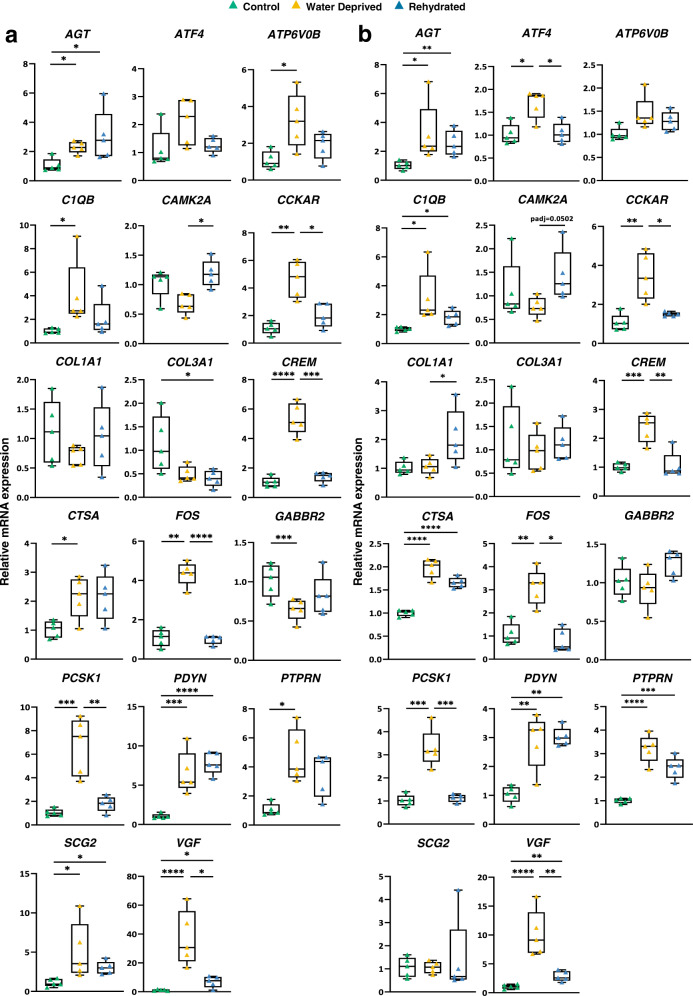
qRT-PCR validation of genes changed by WD and effects of rehydration in camel SON. Differentially expressed genes in WD camel SONs (*AGT, ATF4, ATP6V0B, C1QB, CAMK2A, CCKAR, COL1A1, COL3A1, CREM, CTSA, FOS, GABBR2, PCSK1, PDYN, PTPRN, SCG2* and *VGF*) identified by RNAseq and subjected to qRT-PCR validation. Expression of these genes in both rostral (**a**) and caudal (**b**) SONs. Results (listed in alphabetical order) are illustrated by box and whisker plots with each individual value shown as a superimposed triangle (control: green; WD: yellow; rehydrated: blue). Whiskers represent the minimum and maximum values within a group. The median is shown as a line in the centre of the box. Data was analysed by using Brown-Forsythe and Welch one-way ANOVA with Dunnett T3 post-hoc test. *padj ≤ 0.05, **padj ≤ 0.01, ***padj ≤ 0.001, ****padj ≤ 0.0001.

### Gene Ontology of DEGs in the SON of WD camel

Gene ontology (GO) analysis was performed on SON DEGs identified by RNAseq to characterize gene categories, biological processes and networks which potentially participate in the SON plasticity associated with long-term WD (Fig. 6). The Gene Ontology Biological Processes (GO: BP)^31^ and Kyoto Encyclopaedia of Genes and Genomes (KEGG)^32,33^ databases were applied for GO analysis. 21 terms for GO: BP (Fig. 6a) and 10 terms for KEGG pathways (Fig. 6b) were identified to be overrepresented with DEGs regulated by WD (padj ≤ 0.05) using over-representation analysis (Supplementary Data S4a). Amongst the enriched GO: BP terms, 7 terms were related to synapse, 4 were related to neurotransmitter secretion (Fig. 6a). 

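The 18 genes behind both synaptic terms were all paired with an ID and tested. In WD camels, 11 of them were higher and 7 lower, and for 16 the WD and control libraries did not overlap (0.794% of genes by chance, which does not hold for genes chosen on these libraries). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, VGF was past the threshold. So were RNF216 (ENSCDRG00005018101, log2 fold change 1.12, adjusted p = 0.00633), SLC7A11 (1.37, adjusted p = 0.0187), SYN3 (1.15, adjusted p = 0.0213) and ADRA1A (0.95, adjusted p = 0.0241), which were higher (edgeR), and SYT9 (-1.26, adjusted p = 0.0141), which was lower (edgeR). With each library left out in turn, VGF and RNF216 stayed past the threshold, SYT9 lost it without CON5 (adjusted p = 0.0638, edgeR), and SLC7A11, SYN3 and ADRA1A lost it in 4 to 7 of the 10 fits. Genes not past it, such as CHRM2, ARC, DLG4 and UNC13A, had adjusted p-values of up to 0.229 by edgeR. CHRM2 had 144 counts and ARC 186 over the 10 libraries. Adjusted over the list alone, all 18 were past the threshold, but the list was drawn by the study from these samples.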

“Modulation of chemical synaptic transmission” (padj=0.0062) and “Regulation of trans-synaptic signalling” (padj=0.0062) were amongst the most significantly enriched GO: BP terms and were both associated with most camel DEGs (gene counts=18). Notably, the significantly enriched GO: BP term “Response to cAMP” (padj=0.0066, gene counts/term size ratio=8/89) represents a signalling pathway well known to be activated in the SON by WD^34,35^. 

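Of the 8 genes behind the cAMP term, 7 were paired with an ID and tested, and NME1 was not. All 7 were past the threshold over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and for all 7 the WD and control libraries did not overlap (0.794% of genes by chance, which does not hold for genes chosen on these libraries). VGF, CITED1, FOS and PTPRN were higher in WD camels, and IGFBP5, ASS1 and COL1A1 lower. CITED1, a transcriptional co-activator, was at 36.0 ± 10.7 CPM (SD, n = 5) in WD camels and 9.13 ± 4.31 CPM (SD, n = 5) in control camels (adjusted p = 8.37e-04, edgeR). IGFBP5 (ENSCDRG00005016426) had a log2 fold change of -1.26 (standard error 0.228, adjusted p = 0.0142) and ASS1 (ENSCDRG00005007448) of -1.47 (standard error 0.268, adjusted p = 0.0144) by edgeR. IGFBP5, FOS, CITED1 and VGF were past the threshold with each library left out, whereas ASS1 was not without CON5 (adjusted p = 0.0577, edgeR), PTPRN was lost in 4 and COL1A1 in 8 of the 10 fits. With library totals in place of TMM factors, VGF and CITED1 were the members past the threshold. Adjusted over the list alone all 7 were past it too, which is not independent evidence since the study drew the list from these samples.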

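Of the 11 genes behind the ER pathway, 9 were paired with an ID (HSPA1B and SELENOS were not), and all 9 were higher in WD than in control camels. Their log2 fold changes lay between 0.60 (PRKCSH) and 0.98 (CRYAB). For 5 of the 9 the WD and control libraries did not overlap (0.794% of genes by chance, which does not hold for genes chosen on these libraries). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 2 were past the threshold. CRYAB (ENSCDRG00005022310), a small heat shock protein, was at 139 ± 19.1 CPM (SD, n = 5) in WD camels and 69.7 ± 17.2 CPM (SD, n = 5) in control camels (adjusted p = 0.0186, edgeR), and was not past the threshold without CON3 (adjusted p = 0.0895, edgeR) or without CON4, WD15 or WD library 8 (WD8). P4HB (ENSCDRG00005009507), a protein disulfide isomerase, had a log2 fold change of 0.81 (standard error 0.172, adjusted p = 0.0393) by edgeR. The other 7 genes had adjusted p-values between 0.0707 (ERP29) and 0.194 by edgeR. DESeq2's Wald test called all 9, and so did edgeR with depth group as a covariate. Adjusted over the list alone all 9 were past the threshold, but the study drew the list from these samples. With library totals in place of TMM factors, none of the 9 was past it by edgeR.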

In the enriched KEGG pathways, “Protein processing in endoplasmic reticulum (ER)” (padj=0.0034) was the most significantly enriched pathway (Fig. 6b and Supplementary Data S4a). Protein Processing in ER is a process that is crucial for protein folding, sorting, and degradation of proteins destined for the secretory pathway^36,37^. The fact that this pathway is activated in WD when protein load on the ER is increased suggests importance in the facilitation of AVP and OXT synthesis and secretion. We visualised this KEGG pathway in Pathview to establish changes to ER function (Supplementary Fig. S4). This revealed differential expression of transcript *ERN1* which encodes inositol-requiring protein 1 (IRE1). 

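ERN1 (ENSCDRG00005020928) was at 49.8 ± 5.61 CPM (SD, n = 5) in WD camels and 32.6 ± 9.03 CPM (SD, n = 5) in control camels, from 2314 read pairs over the 10 libraries. Its log2 fold change was 0.66 (standard error 0.190, adjusted p = 0.194) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and stayed between 0.56 and 0.78 when each library was left out in turn. CON13, the highest control library at 40 counts, overlapped with the WD libraries. DESeq2's Wald test, set before the data were examined but with a filter level chosen later, put ERN1 past the threshold (adjusted p = 0.0217). EdgeR with depth group as a covariate, chosen after the data were seen, did so too (adjusted p = 0.0223). Over the other alternatives the adjusted p by edgeR ranged up to 1.00 with library totals only.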

Interestingly, IRE1 is one of the major arms of the unfolded protein response (UPR) pathway which triggers intracellular signalling pathways to control ER homoeostasis^38^. Thus, major changes in the WD camel SON centre around modifications to the cell secretory pathway. These observations were validated by qRT-PCR in both the rostral (Fig. 6c) and caudal (Fig. 6d) portions of the SON. The influence of rehydration on the expression of these genes was also studied. Four genes associated with the enriched pathway “Protein processing in ER” were chosen for investigation—*ERN1*, *P4HB, SELENOS* and *SSR3*. 

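In the RNAseq counts, SSR3 (ENSCDRG00005001758), a subunit of the signal sequence receptor of the ER, was at 127 ± 22.7 CPM (SD, n = 5) in WD camels and 78.1 ± 16.5 CPM (SD, n = 5) in control camels, a log2 fold change of 0.69 (standard error 0.186, adjusted p = 0.163) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. P4HB was at 148 ± 19.2 CPM (SD, n = 5) in WD camels and 83.4 ± 15.6 CPM (SD, n = 5) in control camels, and its WD libraries all lay above the control libraries, whereas those of SSR3 overlapped with them. P4HB was past the threshold in 1 of the 10 fits that each left out a library, with an adjusted p by edgeR of up to 0.178 without CON3. SSR3 passed it without WD6 (adjusted p = 0.0496, edgeR) and by DESeq2's Wald test (adjusted p = 0.0249). SELENOS was not paired with an ID and is not analysed here.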

The upregulated expression by WD of *ERN1, SELENOS* and *SSR3* in the rostral SON, and *ERN1* and *P4HB* in the caudal SON suggests the functional importance of this pathway during WD.

**Fig. 6:**
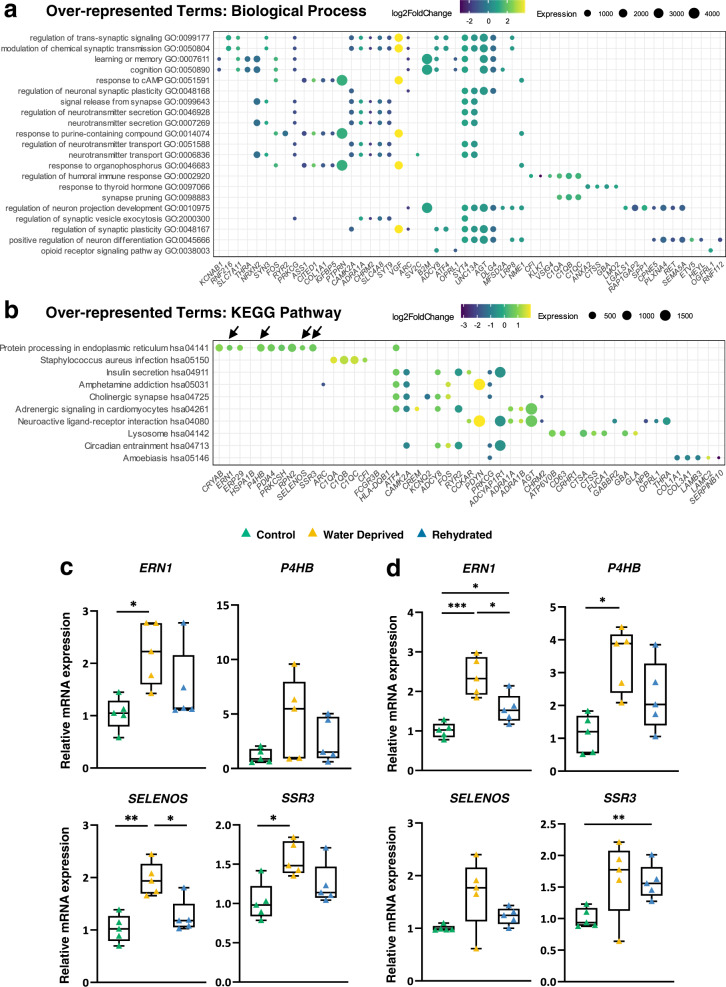
Gene Ontology of DEGs in the WD camel SON. Over-representation analysis of pathways were performed based on all camel DEGs. **a** Over-represented GO: biological processes. **b** Over-represented GO: KEGG pathways. Benjamini-Hochberg correction (padj ≤ 0.05) was used for multiple comparison correction. Dot plots illustrate the enriched pathways by WD and their associated DEGs. Significantly enriched pathways are listed along the y-axis by padj value from top to bottom in ascending order. Pathway-associated DEGs are denoted by coloured dots. Dot colour and size represent LFC and transcript abundance measured by average normalized read counts aligned to each gene across all samples (baseMean), respectively. Key DEGs [*ERN1, P4HB, SELENOS* and *SSR3* labelled by arrows in (**b**)] associated to the enriched KEGG term “Protein processing in endoplasmic reticulum” were tested by qRT-PCR in both rostral (**c**) and caudal (**d**) SONs. Results (listed in alphabetical order) are illustrated by box and whisker plots with each individual value as a superimposed triangle (control: green; WD: yellow; rehydrated: blue). Whiskers represent the minimum and maximum values within a group. The median is shown as a line in the centre of the box. Data was analysed by using Brown-Forsythe and Welch one-way ANOVA with Dunnett T3 post-hoc test. *padj ≤ 0.05, **padj ≤ 0.01, ***padj ≤ 0.001.

### Comparison of SON transcriptomes between WD camels and rats

To compare xeric to mesic species in terms of homoeostatic regulation, we compared the camel RNAseq dataset from the present study to our previous RNAseq data of the Wistar rat SON subjected to 72 h of WD^23^. In the rat, the expression levels of 2247 genes are significantly changed (padj ≤ 0.05) by WD (Supplementary Data S2d). Of these, overlap analysis of DEGs revealed 80 common genes, meaning that there are 129 DEGs unique to WD in the camel (Fig. 7a). 

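In the camel counts, 9 of the genes AEN, BTBD11, CDH13, FHOD3, GLCE, PCSK2, RET, SFRP4, SLC14A1 and SYT9 passed the filter on low counts, and 7 of them were lower and 2 higher in WD than in control camels. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 6 were past the threshold. AEN (ENSCDRG00005020430), an exonuclease gene, had a log2 fold change of -1.36 (standard error 0.193, adjusted p = 0.00248), and PCSK2 (ENSCDRG00005004757), a prohormone convertase gene, of -1.53 (standard error 0.279, adjusted p = 0.0144) by edgeR. PCSK2 was at 17.8 ± 5.63 CPM (SD, n = 5) in WD camels and 50.3 ± 21.4 CPM (SD, n = 5) in control camels. RET (-1.31, adjusted p = 0.0123) and CDH13 (-1.22, adjusted p = 0.0186) were also lower (edgeR), as was SYT9, and GLCE (ENSCDRG00005016979) was higher with a log2 fold change of 1.20 (standard error 0.229, adjusted p = 0.0188) by edgeR. With each library left out, AEN and RET stayed past the threshold, PCSK2 was lost without WD8 (adjusted p = 0.0538, edgeR), and CDH13 and GLCE were lost in 4 and 6 of the 10 fits. BTBD11, FHOD3 and SLC14A1 had an adjusted p of 0.138, 0.133 and 0.173 by edgeR. SFRP4 (ENSCDRG00005013281) had 133 counts over the 10 libraries and was not tested. DESeq2 gave SFRP4 a log2 fold change of -2.04 (adjusted p = 0.0497), and edgeR without the filter -2.01 (adjusted p = 0.288). The rat libraries were not analysed here.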

Of the common DEGs, the majority (70 out of 80) have the same direction of change, whereas 10 (*AEN, BTBD11, CDH13, FHOD3*, *GLCE, PCSK2, RET, SFRP4, SLC14A1* and *SYT9*) alter expression in the opposite direction (Supplementary Data S2e), which is confirmed by the Spearman correlation test demonstrating a significant (*r* = 0.716, *p* < 0.0001) positive correlation between LFC of the 80 common DEGs in camel and rat (Fig. 7b). To compare the changes in gene expression with the significance level, the Spearman correlation tests revealed significant (*p* < 0.0001) positive correlations between the absolute LFC and -log10padj in both camel (*r* = 0.599) and rat (*r* = 0.737) (Fig. 7c). However, the linear regression revealed a significantly (*p* < 0.0001) smaller slope in camels (slope=3.962) compared to rats (slope=29.87), demonstrating less variance in the laboratory housed rat samples, compared to the ranch housed camels, as might be expected. By comparing the absolute LFC values of the common DEGs in the two species (Fig. 7d), we found that camels have a significantly (*p* < 0.0001) higher SON transcriptomic response, at least for these 80 evolutionally conserved transcripts, when compared to rats. The average LFC is almost 3 times higher in camels (1.17) than in rats (0.40), which might be related to the length of stimulus.

**Fig. 7:**
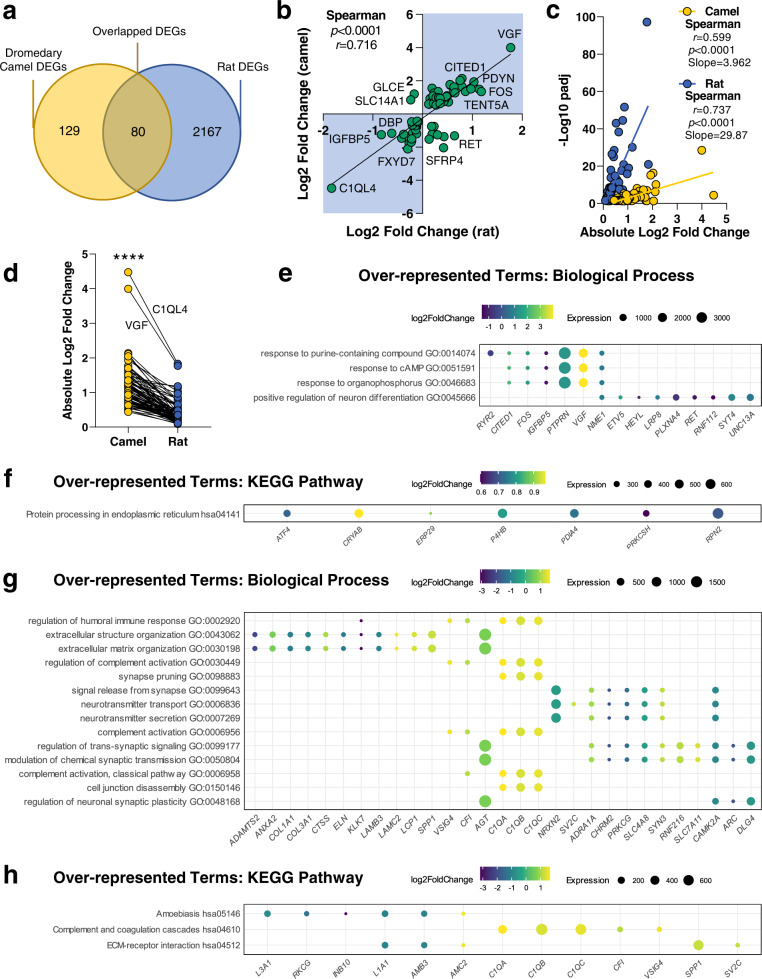
Comparison of SON DEGs in WD camels and rats. **a** Venn diagram comparing WD camel and rat DEGs. **b** Simple linear regression and Spearman correlation by LFC of the common DEGs (denoted by dots) in camels and rats. DEGs that are changed in the same direction in expression are highlighted with blue. **c** Simple linear regressions and Spearman correlations between the absolute LFC and -log10padj in camels and rats. **d** Comparison of the absolute LFC values of the common DEGs between camel and rat by Wilcoxon matched-pairs signed-rank test. ****p < 0.0001. **e** Over-represented GO: biological processes based on the common DEGs between camel and rat. **f** Over-represented GO: KEGG pathways based on the common DEGs between camel and rat. **g** Over-represented GO: biological processes based on the camel-unique DEGs. **h** Over-represented GO: KEGG pathways based on the camel-unique DEGs. Benjamini-Hochberg correction (padj ≤ 0.05) was used for multiple comparison correction. Dot plots illustrate the enriched pathways by WD and their associated genes. Significantly enriched pathways are listed along the y-axis by padj value from top to bottom in ascending order. Pathway-associated genes are denoted by coloured dots. Dot colour and size represent LFC and transcript abundance measured by average normalized read counts aligned to each gene across all samples (baseMean), respectively.

We carried out GO analysis on the 80 common DEGs in camel and rat (Fig. 7e, f and Supplementary Data S4b) and the 129 genes (Fig. 7g, h and Supplementary Data S4c) that uniquely changed in camel. The common DEGs were significantly overrepresented by 4 biological processes including “Response to cAMP” (Fig. 7e), and 1 KEGG pathway (“Protein processing in ER”) (Fig. 7f) that are overlapped with the pathways overrepresenting all camel DEGs (Fig. 6a, b). We next investigated the 129 DEGs that were unique to the camel. Compared to the pathways overrepresenting all camel DEGs (Fig. 6a, b), the 129 camel-unique DEGs were significantly overrepresented by 8 common biological processes that are primarily related to neurotransmitter, signal release and synaptic plasticity, and 6 different biological processes associated with complement activation, extracellular matrix (ECM) and cell junctions (Fig. 7g). 

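Behind the complement pathway stand CFI, VSIG4, C1QA, C1QB and C1QC, and behind the ECM pathway, among others, SPP1, SV2C, COL1A1 and LAMB3. The 5 complement genes were all higher in WD camels. C1QA (ENSCDRG00005014427) was at 122 ± 71.7 CPM (SD, n = 5) in WD camels and 38.1 ± 13.6 CPM (SD, n = 5) in control camels, a log2 fold change of 1.63 (standard error 0.322, adjusted p = 0.0232) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was the one complement gene past the threshold over all genes. Without CON3 its adjusted p by edgeR was 0.133, and it also passed 0.05 without CON5, CON13 or WD8. C1QC and C1QB had log2 fold changes of 1.48 and 1.35 with an adjusted p of 0.0683 and 0.0707, CFI of 1.12 with 0.107 and VSIG4 of 1.44 with 0.148 (edgeR). Without WD library 9 (WD9), C1QC and C1QB were past the threshold (adjusted p = 0.0166 for both, edgeR). VSIG4 had no count in CON13. Of these ECM genes, SPP1 and SV2C were higher and COL1A1 and LAMB3 lower. SPP1 (ENSCDRG00005007782), which encodes osteopontin, was at 164 ± 47.1 CPM (SD, n = 5) in WD camels and 69.1 ± 23.4 CPM (SD, n = 5) in control camels (adjusted p = 0.0239, edgeR), and COL1A1 had a log2 fold change with a standard error of 0.207 and an adjusted p of 0.0239 (edgeR). SPP1 was lost in 7 of the 10 fits with a library left out (adjusted p up to 0.0863 without CON3, edgeR). SV2C and LAMB3 had an adjusted p of 0.109 and 0.147 by edgeR. DESeq2 called all the genes named here, and edgeR with depth group as a covariate 4 of the 5 complement genes and 3 of these 4 ECM genes. Adjusted over each list alone, all were past the threshold, which is not independent evidence since the study drew both lists from these samples.

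**Figure D3:**
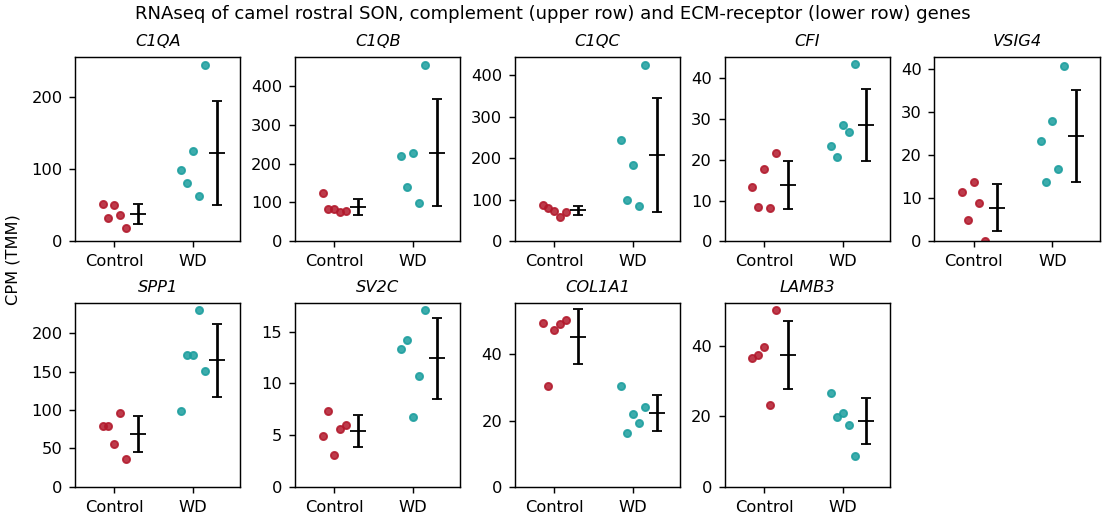
CPM after TMM normalization (y axis, a scale for each panel) of 5 complement genes and 4 ECM genes in the 5 control and 5 WD libraries. Points are single libraries, and the horizontal tick and bar give the mean ± SD. The groups do not overlap for C1QA, VSIG4, SPP1 and COL1A1.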

We identified 2 KEGG pathways, “Complement and coagulation cascades” and “ECM-receptor interaction”, which are uniquely overrepresented in the 129 unique DEGs (Fig. 7h). The latter KEGG pathway is consistent with structural changes to the ECM in the SON region as a result of long-term WD in the camel^39^.

## Discussion

The physiological mechanisms that maintain water homoeostasis have tremendous pressures placed upon them in hot desert environments. We looked to one of nature’s water conserving wonders, the camel, to provide answers and molecular insights into the specialisations that ensure survival in these environments. Having recently reported transcriptomic and proteomic adaptations to WD in the camel kidney^40^, we turned our attention to the hypothalamic neuroendocrine mechanisms responsible for orchestrating the response to WD. This is the first time that the camel brain has been so extensively studied in terms of its adaptations to the desert environment.

We first comprehensively mapped the structure of the dromedary SON and took forward these anatomical instructions to guide collection of the SON for bulk RNAseq. Mining of transcriptome data by pathways analysis advised us of plastic changes to core cellular processes that are important for secretory and morphological adaptation of the SON. Comparing our new camel SON transcriptome data with that of a mesic species, the rat, has revealed a set of 80 core genes that are commonly regulated in both species, and a set of 129 genes that are uniquely regulated in camel, providing insights into plastic adaptive resilience mechanisms to WD that are common in both species or are unique to the camel. However, in comparing these data, we must consider the different protocols employed. Indeed, we note that the 72 h WD protocol in rats evoked a 2.5% increase in plasma osmolality^23^, whereas the 20-day WD period in camels resulted in a more severe 13.5% increase in calculated serum osmolality^24^.

The molecular details of signalling and transcriptional mechanisms of AVP gene have been studied over decades, revealing that the cAMP/PKA pathway positively regulates expression of AVP^41^. Indeed, “response to cAMP” was an enriched biological process in the WD camel SON transcriptome, highlighting the importance of the cAMP pathway in defending water balance in both mesic and xeric species.

To defend water balance, the MCNs need to increase protein synthesis to be able to cope with increased demands for neuropeptide secretion. This places pressure on the ER which is the gateway for proteins entering the secretory pathway. Thus, it is not surprising that the principal enriched KEGG pathway in the WD camel SON was “Protein processing in ER”. We have recently reported this pathway as highly regulated component of the rat SON in response to WD^23^. To deliver demands for protein synthesis, AVP neurones also undergo numerous morphological changes including increased size of the perikarya^42,43^ and nucleoli^44^, and expanded Golgi apparatus^45,46^ in humans and rodents. Studies of the rat SON have further described structural changes to astrocytes in WD. The astrocyte processes between magnocellular neurones actively retract and extend during WD to promote the increased release of AVP and OXT^47^. The changes in structural plasticity may be more pronounced in the camel as indicated by alterations to the pathway “ECM-receptor interaction”. As DEGs that derive this pathway are uniquely changed in the camel, we suggest that this represents a specialised mechanism of additional structural morphogenesis to improve the supply AVP and OXT in the WD camel. The remarkable seasonal adaptations of the camel SON ultrastructure as shown in our earlier study^39^ certainly supports this concept. Future studies will examine the effects of WD on the morphology of camel MCNs.

There are several unique DEGs in the WD camel SON that form the basis for further discussion and investigation. We have shown in the rat SON that the master regulator of the UPR pathway, immunoglobulin heavy chain binding protein (BiP), is increased by WD along with protein kinase RNA-like endoplasmic reticulum kinase (PERK) pathway downstream effectors activating transcription factor 4 (ATF4) and C/EBP-homologous protein^48^. However, this is the first time that alterations to one of the three major ER sensors: PERK, activating transcription factor 6 (ATF6), and IRE1 have been observed in this stimulus. 

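Besides ERN1, which encodes IRE1, the counts cover EIF2AK3 (ENSCDRG00005013101), which encodes PERK, and ATF6 (ENSCDRG00005018223). EIF2AK3 had a log2 fold change of 0.22 (standard error 0.208, adjusted p = 0.809), and ATF6 of 0.53 (standard error 0.292, adjusted p = 0.618) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ATF6 had 4 counts in CON13. Whether the change of ERN1 differed from that of the other sensors was tested on the log2 ratio within each library. The ratio of ERN1 to EIF2AK3 was higher in WD by 0.51 (two-sided exact permutation test, p = 0.119) and that of ERN1 to ATF6 lower by 0.28 (exact permutation test, p = 0.794). Neither difference was larger than the spread of the libraries. With each library left out, the first lay between 0.26 and 0.62, and the second between -0.63 and 0.32, above 0 without CON13. XBP1 (ENSCDRG00005020349), whose mRNA is spliced by IRE1, had a log2 fold change of 0.14 (standard error 0.156, adjusted p = 0.848) by edgeR. Counts per gene do not separate its spliced from its unspliced form, so this value does not measure the activity of IRE1. As a list, written before the counts were examined, the sensor genes tested (ERN1, EIF2AK3, ATF6 and ATF6B) lay on the whole higher in WD than other genes by limma's camera (p = 0.0140, 4 genes), as they did with an estimated correlation (camera p = 0.0373). By limma's fry, which does not compare with other genes, p was 1.54e-05. The change of ATF6B was -0.01 (adjusted p = 0.995, edgeR), so the list result does not stand for each member. The paper reports ERN1 from these samples, so the list is not fully independent of them. Without CON4, without WD library 7 (WD7) and without WD15, with ERN2 then passing the filter as well, the camera p was 0.281, 0.0887 and 0.0552.

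**Figure D4:**
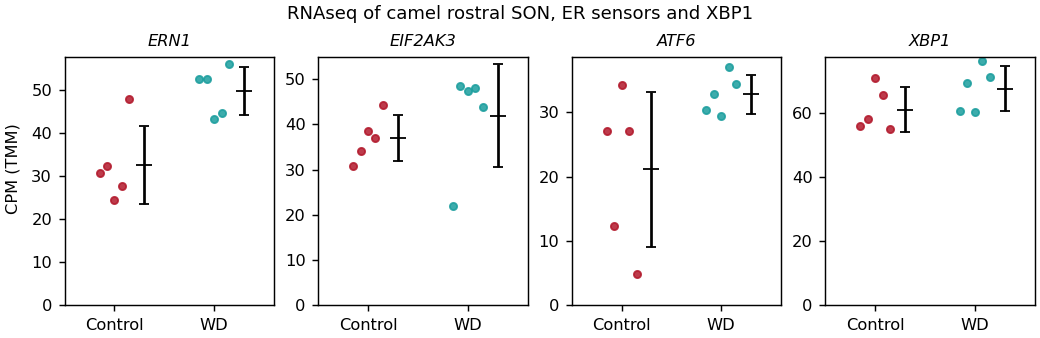
CPM after TMM normalization (y axis, a scale for each panel) of ERN1, EIF2AK3, ATF6 and XBP1 in the 5 control and 5 WD libraries. Points are single libraries, and the horizontal tick and bar give the mean ± SD. The groups overlap in each panel.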

IRE1 is an ER transmembrane sensor that activates the UPR to maintain ER and cellular function. The accumulation of unfolded proteins in the ER activates IRE1α that results in the generation of *XBP1* mRNA by splicing of XBP1u RNA to generate the XBP1s transcript^49–51^. XBP1s promotes the expression of several genes involved in the UPR and ER-associated degradation^52,53^. ER-associated degradation activity is reported to be required by the conformational maturation of AVP prohormone in the ER of AVP-producing neurons^54^. Furthermore, the RNase activity of IRE1 is involved in the regulation of IRE1-dependent decay pathway that degrades mRNAs localised to the ER membrane to reduce the protein load placed on the ER^55^. Increased activation of this pathway may provide further protection to cells in the SON in response to chronic WD. This provides a new mechanism of resilience for the SON in response to high protein loads. Interestingly, MCNs are known to be relatively protected from the aging process in rats^56,57^ and humans^58,59^ as well as neurodegenerative disease pathologies^58,60^. Thus, changes to the UPR function in camel MCNs represents a future pathway for further exploration of the IRE1 signalling pathway in relation to neuronal cell fate with age and disease.

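AGT (ENSCDRG00005014204), the gene of angiotensinogen, was at 484 ± 73.7 CPM (SD, n = 5) in WD camels and 303 ± 74.1 CPM (SD, n = 5) in control camels, and its 5 WD libraries all lay above the 5 control libraries. The log2 fold change was 0.67 (standard error 0.192, adjusted p = 0.192) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and stayed between 0.56 and 0.77 when each library was left out in turn. Adjusted p-values by edgeR over these fits lay between 0.104 and 0.452. DESeq2's Wald test put AGT past the threshold (adjusted p = 0.0214). AGTR1 (ENSCDRG00005013859), the gene of a receptor of angiotensin II, had 43 counts over the 10 libraries and was not tested.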

We also found increased AGT RNA expression only in the WD camel SON. This gene codes for the angiotensinogen (AGT) protein which when cleaved gives rise to the active ANG II. The MCN expression of AGT and ANG II have been described in the rodent SON, but it is also important to note that AGT is known to be expressed by astrocytes^61^. In the SON, ANG II can promote AVP release^62^ by acting on the presynaptic glutamatergic neurones to increase glutamate release^63^. A study performed in mice showed a role for the angiotensin II type 1 A receptors were expressed by AVP MCNs and play a role in the osmotic-induced secretion of AVP^64^. We thus suggest that increasing local angiotensin production in the SON may be an important mechanism in the camel to support AVP secretion in WD. This is coupled with increased peripheral ANG II (Fig. 1b, c) that is known to increase AVP release and elevate blood pressure^18^. Thus, in the camel, WD promotes changes to peripheral and perhaps brain renin-angiotensin systems to instruct AVP release. However, it should be noted that high AGT expression persists following rehydration in both the caudal and rostral portions of the SON, despite decreased circulating ANG II levels. This suggests that SON AGT expression is not contributing the circulating pool, but rather has local functions within the brain. We note that it is a limitation of this study is that we did not measure cardiovascular parameters such as blood pressure and heart rate.

The final gene for general discussion is the gut peptide encoding gene *CCKAR*. The satiety peptide cholecystokinin (CCK) mediates its actions via two G-protein-coupled receptors, CCKAR and CCKBR, and central and peripheral nervous system activation of these receptors inhibits feeding^65^. 

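In the camel counts, CCKAR (ENSCDRG00005013202), the gene of a cholecystokinin receptor, was at 20.3 ± 6.62 CPM (SD, n = 5) in WD camels and 9.30 ± 2.19 CPM (SD, n = 5) in control camels, and its WD libraries all lay above the control libraries. Its log2 fold change was 1.17 (standard error 0.262, adjusted p = 0.0601) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was past the threshold with DESeq2 (adjusted p = 0.0103), and by edgeR with RIN as a covariate (adjusted p = 0.0147) or without WD6 or WD15 (adjusted p = 0.0465 and 0.0411). The other receptor gene, CCKBR (ENSCDRG00005015928), had 89 counts over the 10 libraries, at 0.919 ± 0.594 CPM (SD, n = 5) in WD camels and 3.13 ± 2.21 CPM (SD, n = 5) in control camels, and was removed by the filter on low counts. DESeq2 gave it a log2 fold change of -1.72 (standard error 0.715, adjusted p = 0.302). The rat libraries were not analysed here.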

Interestingly, whilst WD increases *CCKAR* expression in the camels, WD in rats increases expression of the *CCKBR* gene^23^, implying cross-species divergence in the regulation of MCNs by the same peptide. Direct administration of CCK into the SON has been shown to increase somatodendritic release of AVP and OXT, and circulating levels of OXT, but not AVP^66^. An additional branch to this network is the synthesis of CCK by MCNs themselves^67,68^, which may signal locally to control release of AVP or OXT. Taken together, we reason that SON might be a novel brain region that encode aspects of food/thirst satiety and fluid balance. That said, it is a limitation of this study is that we did not measure food intake.

It should be noted that while the MCNs are the only neuronal cells in the SON, SON is heterogeneous in terms of cell types. In this study, RNAs extracted from the harvested SON samples are from MCNs, and non-neural cell sources including astrocytes, microglia, oligodendroglia, vascular, blood at lower levels^22^. To unequivocally identify the specific transcriptional profiles of different cell types, additional complementary methods such as single cell qPCR^69,70^ or single cell RNAseq^71^ can be engaged in future studies on the camel SON. A further limitation of this study is that we only studied steady-state transcript levels. Subsequent studies should address the proteomes of the SON and the posterior pituitary gland.

In summary, this comprehensive transcriptomic study provides evidence that the long-term WD induces adaptive changes in the SON of dromedary camel to defend the animal from prolonged osmotic challenge. We have documented a set of core genes, including *AVP* that encodes AVP, the principal neuroendocrine product of SON and the major regulator of kidney water handling, and core pathways that are commonly changed in WD camel and rat. Same as rat, camel SON may undergo enhanced protein processing that is associated with increased demand of neuropeptide secretion, ER stress and UPR in response to the accumulation of unfolded/misfolded protein during WD. We have confirmed other genes and pathways that are uniquely changed in WD camel and might be indispensable for life in the arid desert, suggesting that camel SON may undergo additional structural remodelling in ECM and upregulation of AGT expression to promote the synthesis and release of AVP and OXT. The enhanced expression of IRE1 specifically taking place in camel supports the concept that UPR functions are actively evoked in the SON as a protective mechanism for the neurons against chronic WD, which prospectively interlinks chronic WD to aging processes and aging-related neurodegenerative diseases. The upregulated *CCKAR* transcription in WD camel SON may assign a novel role to SON to be involved in the regulation of food/thirst satiety in addition to fluid homoeostasis.

## Methods

### Animals

Samples used in this study were collected from nineteen male dromedary camels aged 4-5 years old, and with a body weight range of 276–416 kg. Body weights for all groups were calculated at baseline date and every five days thereafter using the formula, live weight (Kg) = Shoulder height x chest girth x hump girth x 50^72^ as we have reported^73,74^. The camels were supplied with alfalfa hay as feed and were ranch-housed outside Al Ain, United Arab Emirates during the hot months (April and May) of 2016, under careful veterinary supervision. Animals were housed outdoors at ambient temperature. After a short adaptive phase, the camels were divided into a control group (*n* = 5), a WD group (*n* = 8), and a rehydrated group (*n* = 6). The control group had free access to food and water throughout the experimental period. The WD group was supplied with food *ad libitum* but without access to water for 20 days. The rehydrated group was WD for 20 days followed by an unlimited water supply for 3 days.

Blood samples were collected during the experiment by jugular venipuncture. After the experiment, the camels were sacrificed in the local central abattoir for human consumption. The hypothalamus and kidney samples were harvested, frozen on dry ice and shipped frozen on dry ice to the University of Bristol under the auspices of a DEFRA Import Licence (TARP/2016/063) and stored at −80 °C. This study was approved by the Animal Ethics Committee of the United Arab Emirates University (approval ID: AE/15/38) and the University of Bristol Animal Welfare and Ethical Review Board.

### Plasma ANG II assay

Blood samples were collected between 8:00 and 9:00 am (if not specified) from all groups into heparinized vacutainers, on ice, for hormone plasma measures. Blood from control and WD groups were collected on days 0, 5, 10, 15 and 20 of WD. For the rehydrated group, blood samples were taken on day 0, and at 0, 1, 5, 8, 12, 24, 48 and 72 h following the re-administration of water. Plasma ANG II concentration was determined by specific radioimmunoassay using T-4007 antibody from Peninsula Laboratories, Inc. (San Carlos, CA, USA) as described in a previous study^75^. The ANG II assay sensitivity was 0.39 pg mL^−1^ and the intra‐ and inter‐assay variations were 5.9% and 8.3%, respectively.

### Genomic DNA sequencing

To clone the dromedary *AVP* and *OXT* genes, genomic DNAs were extracted from camel kidney samples using the DNeasy Blood & Tissue Kit (QIAGEN, 69504), then amplified by PCR (primer sequences available in Supplementary Data S5a) using the Phusion High-Fidelity Master Mix with GC Buffer (Thermo Fisher Scientific, F532L), extracted from the gel using the QIAquick Gel Extraction Kit (QIAGEN, 28704, 28706, 28506 and 28115), A-tailed and ligated into the pGEM®-T Easy Vector Systems (Promega, A1360), and transformed into DH5-alpha competent cells (Thermo Fisher Scientific, 18265017), following the manufacturers’ instructions. Vectors harbouring the inserts of interest were harvested using PureYield^TM^ Plasmid Miniprep System Kit (Promega, A1222) and sequenced by Eurofins Genomics using the Sanger dideoxy sequencing method. In order to predict the gene features (i.e., CDS, exons, introns), the obtained sequences were aligned to the published *Camelus ferus AVP* (NCBI: XM_032461957.1) and *Camelus dromedarius OXT* (NCBI: MF464533.1) genes using the Align Sequences Nucleotide BLAST online tool, and also with the dromedary reference genome Camdro2 (GCA_000803125.2)^76^. The sequenced dromedary camel genes with predicted structural features were released to GenBank (*AVP* accession number: OM963135, *OXT* accession number: OM963134).

### Hypothalamic sample processing

The methodologies for identifying and dissecting the SON from the camel hypothalamus samples are illustrated in Supplementary Fig. S5. Utilizing the 3V and OX as landmarks, the ventral part of the hypothalamus sample containing the SON was dissected (Supplementary Fig. S5a). The rostral and caudal orientations of the SON part were confirmed by recognizing the formation of the OX from OT (Supplementary Fig. S5b) before being mounted to the cryostat sample holder. The brain was sliced into 16 μm thick coronal sections along the rostral-caudal axis using a cryostat set at −20 °C (Leica, CM3050 S). The sections were mounted on Superfrost® Plus slides (Thermo Fisher Scientific, J1800AMNZ) and MCNs of the SON were identified by staining with toluidine blue. This region appeared by eye as a light brown region due to the highly vascularized feature of SON, which was lining the dorsal surface of OX and then lengthening dorsolaterally (Supplementary Fig. S5c). Once identified, sections were collected in a slide box in the cryostat chamber, stained with toluidine blue every 10th slide to trace the journey of the SON. More caudally, a second subregion of MCNs of the SON was identified between the OX and the 3V (Supplementary Fig. S5d). The two subregions of SON were denominated as the rostral SON and the caudal SON. The sections were stored in slide boxes at −80 °C.

### RNA in situ hybridization (RNAscope)

RNAscope probes for dromedary *AVP* (GenBank: OM963135) and *OXT* (GenBank: OM963134) mRNA were designed by Advanced Cell Diagnostics (ACD) (probe sequences available in Supplementary Data S5b). The mRNA distribution of *AVP* and *OXT* transcripts in the SON of the dromedary camel was analysed by RNAscope Multiplex Fluorescent Assay (ACD, 320851) following the manufacturer’s protocol. Briefly, frozen camel brain 16 μm thick sections mounted on slides were fixed in 4% (w v^−1^) paraformaldehyde (PFA) for 15 min on ice, and then immersed in a series of ethanol solutions with increasing concentration (50%, 70%, 100%, 100% v v^−1^), 5 min incubation for each concentration. Slides were air-dried at room temperature (RT) for 5 min before being subjected to the protease IV treatment for 30 min at RT in a humidity control tray. Brain sections were hybridized with probes in humidity control tray at 40 °C for 2 h. Hybridization signals were amplified with RNAscope® Fluorescent Multiplex Detection Reagents (ACD, 320851). DAPI from the RNAscope kit was applied to the brain sections for 45 s at RT. Brain sections were then coated with mounting medium Fluoroshield^TM^ histology mounting medium (Sigma, F6182), coverslipped, and stored at −20 °C. Images were captured with a widefield microscope (Leica, DMI60000) or a confocal (Leica, SP5-II) fluorescent microscope and were analysed using ImageJ (bundled with 64-bit Java 1.8.0_112).

### 3D modelling of camel SON

A 3D reconstruction of the dromedary camel SON was built from RNAscope images. Software including ImageJ (bundled with 64-bit Java 1.8.0_112) and MATLAB (matrix laboratory) were used to process the images. Regarding the landmark structures of hypothalamus (3V and OX), the images were aligned manually using the trakEM2 (blank) function of ImageJ. The brightness and contrast of each channel were also adjusted to increase the signal/noise ratio in ImageJ. The processed images were then firstly scaled down in XY by a factor of 2 using bicubic scaling in ImageJ and then interpolated to aid the visualisation of the 3D data in MATLAB (MATLAB R2018a, version 9.4.0). Briefly, each colour channel was loaded separately, and data was linearly interpolated along the z direction using built-in MATLAB interp3 function to interpolate from the acquired 12 z planes to the desired 96 planes. Data was then saved as individual tiff images, reconstructed to be RGB image, and processed using the 3Dscript plugin of ImageJ to build the 3D model.

### RNA extraction

Hypothalamic samples were sliced into 100 μm thick coronal sections in a cryostat set at −20 °C (Leica, CM3050 S). The start of the SON was mapped by staining with toluidine blue. SONs were punched from 47 to 60 consecutive slices per sample using a 1 mm micro punch (Fine Science Tools, 18035-01). The punches were dispensed into 1.5 ml tubes maintained on dry ice within the cryostat chamber. At the end of collection, 1 mL of Trizol (Thermo Fisher Scientific, 10296010) and samples were thoroughly mixed by vortexing and stored at −80 °C. Total RNA was extracted using a Direct-zol™ RNA MiniPrep kit (Zymo research, R2052) following the manufacturer’s instructions. A Nanodrop spectrophotometer (Thermo Fisher Scientific, ND-1000) was used to determine the RNA concentration.

### RNAseq

RNA integrity number (RIN) was established for each sample by using the Agilent 2200 TapeStation system (Agilent Technologies, 2503). Control and WD samples (*n* = 5 for each condition) had an average RIN value of 6.27 (range 5.2–7). cDNA libraries were prepared using the TruSeq® Stranded Total RNA Library Prep (Illumina, 15031048) following the manufacturer’s instructions. 

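With the RIN of each library as a covariate in the edgeR fit, 104 genes had an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 70 higher and 34 lower in WD camels. They include 70 of the 72 DEGs of the fit without the covariate. The share of DEGs that were higher was 67.3%, against 54.2% without RIN.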

The ribosomal RNA was depleted from the total RNA sample using rRNA removal beads. Following purification, the depleted samples were broken into small fragments (75 bp) that were used for first strand cDNA synthesis and a subsequent second strand cDNA synthesis. The cDNA fragments then went through a single adenine addition and ligation of adapter indices. Library amplifications were performed by PCR to generate the final cDNA libraries. Sample with average cDNA library size close to 260 bp (following the manufacturer’s protocol) and higher final library concentration was used for RNAseq. Approximately 200 ng individual libraries were sequenced using the NextSeq500 High Output Version 2.5, 2 × 75 bp kit (Illumina, 15057931) following the manufacturer’s manual. The samples generated averagely 22.2 million mapped reads per sample (range 17.7–37 million). Data was processed using the Real-Time Analysis (RTA) software (version 2.4.6).

### cDNA synthesis and qRT-PCR

Total RNA (138 ng) was reverse transcribed using the GOScriptTM cDNA synthesis system (Promega, A276A). Primers of target genes (Supplementary Data S5c) were designed based on the reference sequences from National Centre for Biotechnology Information (NCBI)^77^, the genome assembly Camdro2 (GCA_000803125.2) and our sequencing data of *AVP* and *OXT*. All primers were synthesized by Sigma-Aldrich®. Intron-specific primers were designed to detect the heteronuclear RNA (hnRNA, pre-mRNA) for *AVP* and *OXT*^78^. The optimization and validation of primers was performed according to ABI protocols and relative standard curve method^79^. cDNA samples were used as templates for the qRT-PCR which was conducted in duplicates in 12 µL reaction volumes using PowerUpTM SYBR Green Master Mix (Thermo Fisher Scientific, 100029283) on an ABI StepOne-Plus Real-Time PCR System. For selecting reference gene of camel SON, the expression level of six commonly used reference genes (*ACTB, B2M, GAPDH, HMBS, HPRT1* and *PPIA*) in rat hypothalamus^80^ were checked in our camel RNAseq data. The housekeeping gene *HPRT1* was highly stable in expression under the experimental conditions, thus was selected as the reference gene for the qRT-PCR validation.

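HPRT1, ACTB and GAPDH were not paired with an ID in the tables used here and are not analysed here. B2M (ENSCDRG00005009849) was at 1028 ± 413 CPM (SD, n = 5) in WD camels and 541 ± 132 CPM (SD, n = 5) in control camels, a log2 fold change of 0.92 (standard error 0.259, adjusted p = 0.184) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was past the threshold by DESeq2's Wald test (adjusted p = 0.0403). Its coefficient of variation over the 10 libraries was 49.3%, higher than that of 795 of the 820 genes with a mean of at least 100 CPM (97.0%), whose median was 22.2%. It was 38.3% without WD15 and 57.2% with library totals in place of TMM factors. The ID paired with PPIA (ENSCDRG00005019174) had 6 counts over the 10 libraries, which is at the floor in both groups. These are few counts for a common reference gene, so the pairing is uncertain and the level of PPIA is left open.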

### Statistics and reproducibility

For plasma ANG II measures over the 20 days of WD (*n* = 14, data obtained from the WD treatment in both WD and rehydrated group) in comparison to the control (*n* = 5), data was analysed using two-way repeated measures ANOVA with Šídák’s multiple comparisons test in Graphpad Prism (version 9.1.0). Statistics available in Supplementary Data S6a. For plasma ANG II of the rehydrated group (*n* = 6) over 72 h of rehydration in comparison to control and WD states, data was analysed using one-way mixed-effects model (restricted maximum likelihood) for repeated measures with Tukey’s multiple comparison test by using Graphpad Prism (version 9.1.0). Statistics available in Supplementary Data S6b.

RNAseq alignment and downstream data analysis were first performed in a Linux-based high-performance computer “Hydra” (PowerEdgeR820 12 core supercomputer; Dell, Round Rock, TX, USA). The paired end sequencing files (FASTQ) were first merged and then trimmed for adaptor sequences using BBDuk tool, followed up by a MultiQC quality check (version 1.9). A dromedary camel reference genome named Camdro2 (GCA_000803125.2) was indexed using Spliced Transcripts Alignment to a Reference (STAR) aligner (version 2.5.3a)^81^. The reads were aligned to the indexed genome. The resulting files were loaded into R (version 4.0.3)^82^. The mapped reads were counted by FeatureCounts^83^ where the number of aligned read pairs to each gene for each library were counted. Raw read counts were normalized using Median of ratios method^84^ inbuilt in DESeq2^85^, DEGs between control and WD (*n* = 5 for each condition) were identified using DESeq2. The inbuilt statistics in DESeq2 was Wald test with Benjamin-Hochberg adjustment^85,86^. Genes with padj ≤ 0.05 were considered to have significant differential expression between groups. Gene annotations were retrieved by using an online tool g: Profiler (g:Convert, Orthology search)^87^.

Principle component analysis showing separations between control and WD conditions were plotted by inbuilt function of DESeq2 (ntop=500) based on the regularized log transformed read counts. For comparing different gene sets, unscaled venn diagrams were generated by using an online tool of Bioinformatics & Evolutionary Genomics (http://bioinformatics.psb.ugent.be/webtools/Venn/). Volcano plot showing statistical significance against LFC of genes was generated using ggplot2 package (version 3.3.3)^88^ in R. Lollipop chart was generated using ggplot2 to list DEGs by LFC ranking and to deliver information about statistical significance and expression abundance (baseMean: averaged normalized read counts across all samples) of the DEGs.

To compare the common DEGs between WD camel and rat, simple linear regressions and spearman correlation tests were performed using Graphpad Prism (version 9.1.0) on the LFC values of the genes in both species, and the absolute LFC and -log10padj values in each species. The absolute LFC values in the two species were compared by Wilcoxon matched-pairs signed-rank test (two-tailed) via Graphpad Prism (version 9.1.0). Statistics available in Supplementary Data S2f-h.

Gene ontology was performed using ClusterProfiler package (version 3.18.1)^89^ in R. For gene ontology of camel, we used the model organism human as references. First, the camel DEG Ensembl IDs were converted to the ortholog human Ensembl IDs by using g: Profiler (g:Orth, Orthology search)^81^, then converted to human Entrez IDs using AnnotationDbi package (version 1.52.0)^90^ and org.Hs.eg.db package (version 3.12.0)^91^, a genome wide annotation database for human, in R. Over-representation analysis^92^ was carried out based on the converted gene IDs and the human biological pathway and KEGG pathway annotation databases. Benjamin-Hochberg adjustment^86^ was applied for multiple comparison correction to reduce the false discovery rate. Pathways with padj ≤ 0.05 were identified as significantly enriched pathways. Dot plots that visualizing the significantly enriched pathways ranked by padj and the associated DEGs with LFC and abundance (baseMean) in gene expression were plotted using ggplot2 in R.

The 2^–ΔΔCT^ method was applied for the relative quantification of gene expression by qRT-PCR^93^. ΔCT is the difference in cycle threshold (CT) values of the gene of interest and the housekeeping gene and was used in statistical tests. ΔΔCT = ΔCT (treated sample) - ΔCT (control sample). 2^–ΔΔCT^ was used for plotting. When comparing between control, WD and rehydrated camels (*n* = 5 for each condition), qRT-PCR data was analyzed using Brown-Forsythe and Welch one-way ANOVA with Dunnett T3 post-hoc test in Graphpad Prism (version 9.1.0). Data was illustrated by box and whisker plots to show the dispersion of the dataset. Genes with padj ≤ 0.05 were considered as significantly changed in expression. When comparing between control and WD camels (*n* = 5 for each condition), qRT-PCR data was analyzed using two-way, unpaired t test with Welch correction in Graphpad Prism (version 9.1.0). Genes with *p* ≤ 0.05 was considered as significantly changed in expression. Statistics available in Supplementary Data S6.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data S1

Supplementary Data S2

Supplementary Data S3

Supplementary Data S4

Supplementary Data S5

Supplementary Data S6

Supplementary Movie S1

Reporting Summary

## Data Availability

The dromedary camel *AVP* (accession number: OM963135) and *OXT* (accession number: OM963134) gene sequences have deposited to GenBank. The data underlying the transcriptomic analyses, including raw FASTQ files, bulk RNAseq counts, DESeq2-normalized data and project metadata, have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are publicly available as of the date of publication (accession number: GSE198577). All software packages used to analyse the data are described in the Methods section, and are common, well-established tools used in omics studies.

# Supplementary material for: Transcriptomic plasticity of the hypothalamic osmoregulatory control centre of the Arabian dromedary camel
**Source:** Commun Biol. 2022 Sep 23;5:1008. doi: 10.1038/s42003-022-03857-0
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary tables and figures

### Transcriptomic plasticity of the hypothalamic osmoregulatory control centre of the Arabian dromedary camel

*Panjiao Lin<sup>1</sup>, Benjamin T. Gillard<sup>1</sup>, Audrys Pauža<sup>1</sup>, Fernando A. Iraizoz<sup>1\*</sup>, Mahmoud A. Ali<sup>2</sup>, Andre S. Mecawi<sup>3</sup>, Fatma Z. Djazouli Alim<sup>4</sup>, Elena V. Romanova<sup>5</sup>, Pamela A. Burger<sup>6</sup>, Michael P. Greenwood<sup>1†</sup>, Abdu Adem<sup>7‡#</sup>, David Murphy<sup>1†</sup>.*

<sup>†</sup>Equal senior authors

| CT value    | mature <i>AVP</i> | mature <i>OXT</i> | <i>FOS</i> | <i>GAPDH</i> | <i>VIP</i> |
|-------------|-------------------|-------------------|------------|--------------|------------|
| Rostral SON | 16.81             | 18.63             | 27.19      | 21.3         | 31.11      |
| Caudal SON  | 16.61             | 18.14             | 26.68      | 21.06        | 33.7       |

**Supplementary Table S1: Preliminary qRT-PCR tests on marker genes for characterizing neuron types in the rostral and caudal SONs of a WD camel.**

Raw cycle threshold (CT) values of mature *AVP*, *OXT*, *FOS*, *GAPDH*, and *VIP* in rostral and caudal SONs of a WD camel are recorded. CT values are numbers of cycles required for the fluorescent signal to cross the threshold (background level) and is inversely proportional to the mRNA expression level. Compared to other genes, *VIP*, the suprachiasmatic nucleus (SCN) marker gene, showed barely detectable levels in both rostral and caudal SONs, confirming that there was no SCN contamination in the harvested SON sample.

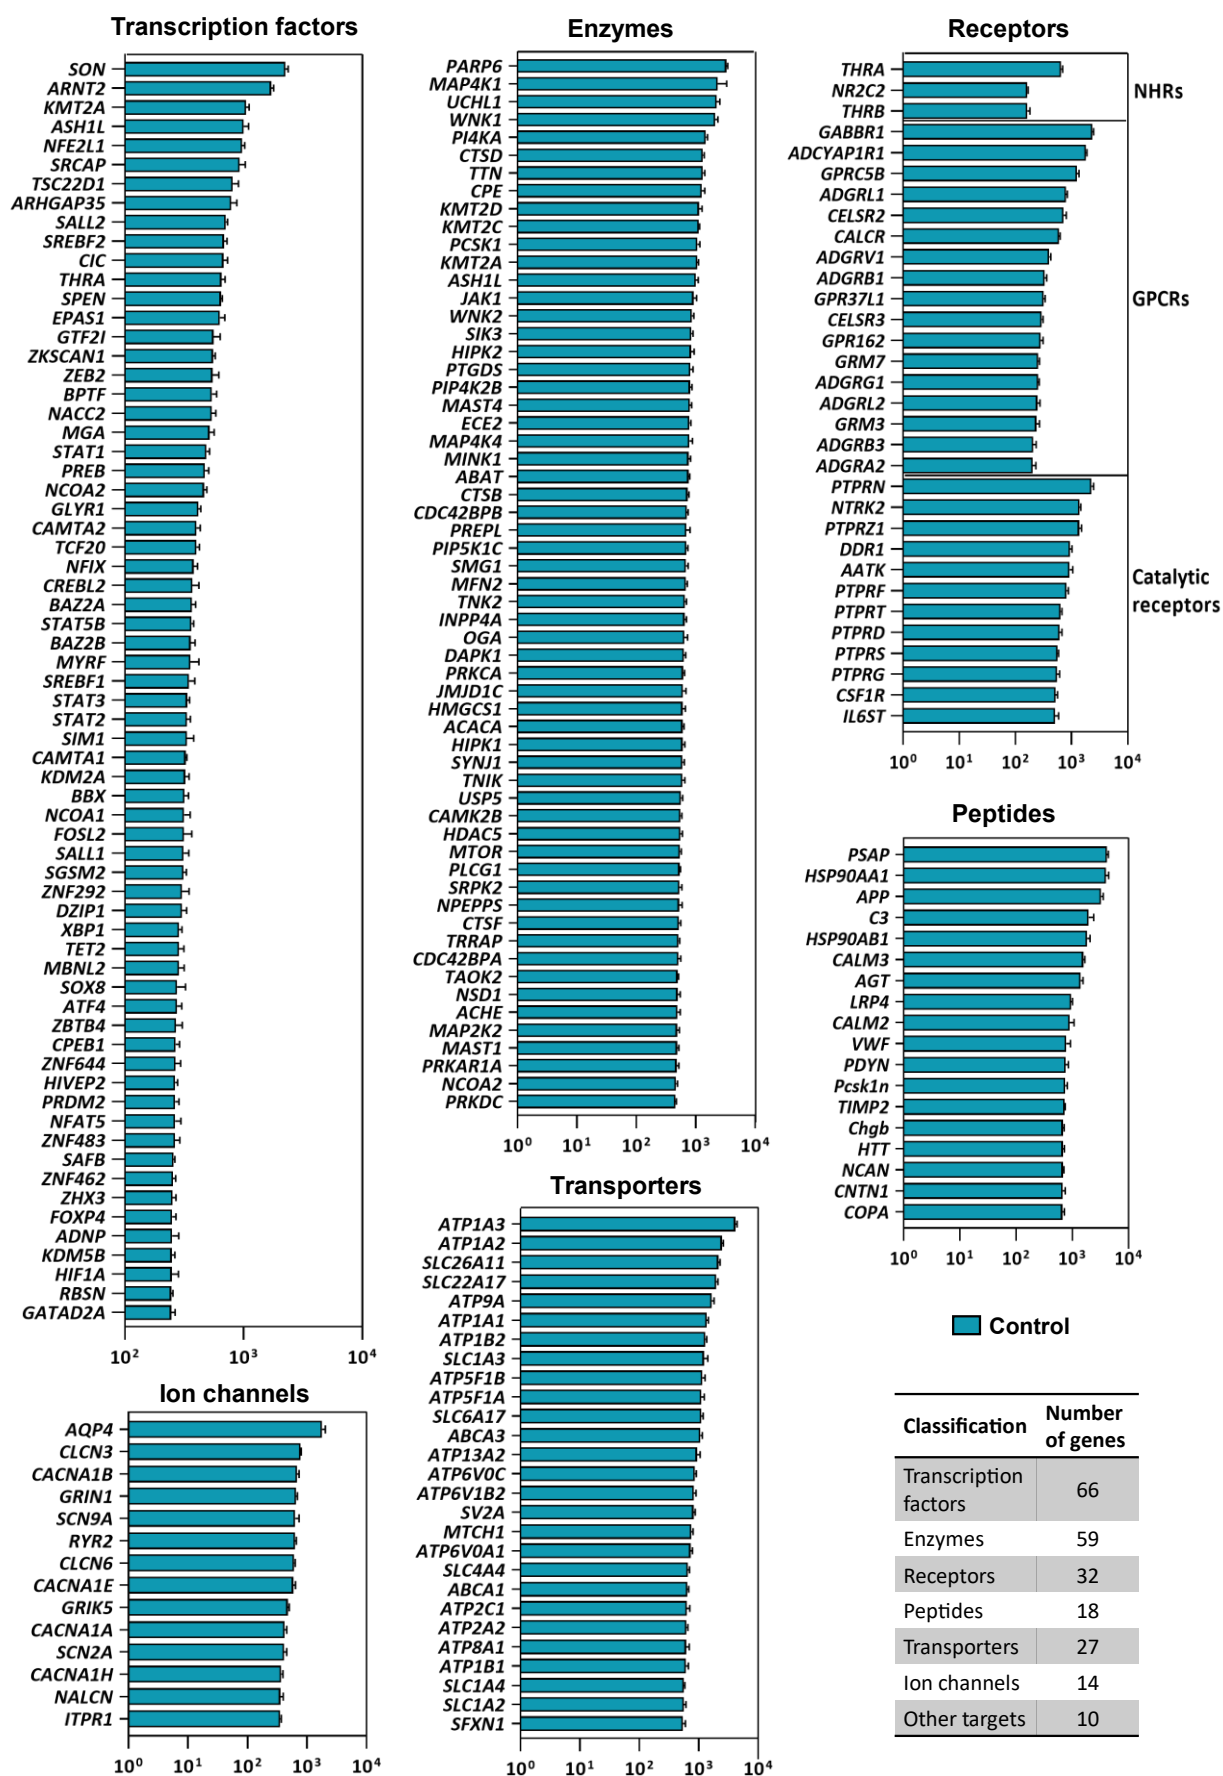

Supplementary Fig. S1: Functional classification of basal (control) genes in camel rostral SON.

Genes were classified according to the functions of their encoded products. 

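The top 5% of the genes with a control count hold 1080 gene IDs, each with a mean normalized control count of at least 379.6, and together 76.5% of all normalized control counts. A symbol was paired with 282 of them. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 of the 1080 were DEGs, 7 of them higher in WD camels. PTPRN ranked 84 and VGF 2121 among the detected genes by mean control count, so VGF was outside this part of the list in control camels.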

From the top 5% most highly expressed genes under control condition, those fit into classifications were categorized into transcription factors, enzymes, receptors (subdivided into NHR: nuclear hormone receptors, GPCR: G protein coupled receptors and catalytic receptors), peptides, transporters, ion channels, and other pharmacological targets (some genes have multiple functions). Data are presented as averaged normalized read counts across all control samples ( $n=5$ )  $\pm$  SEM (standard error of the mean).

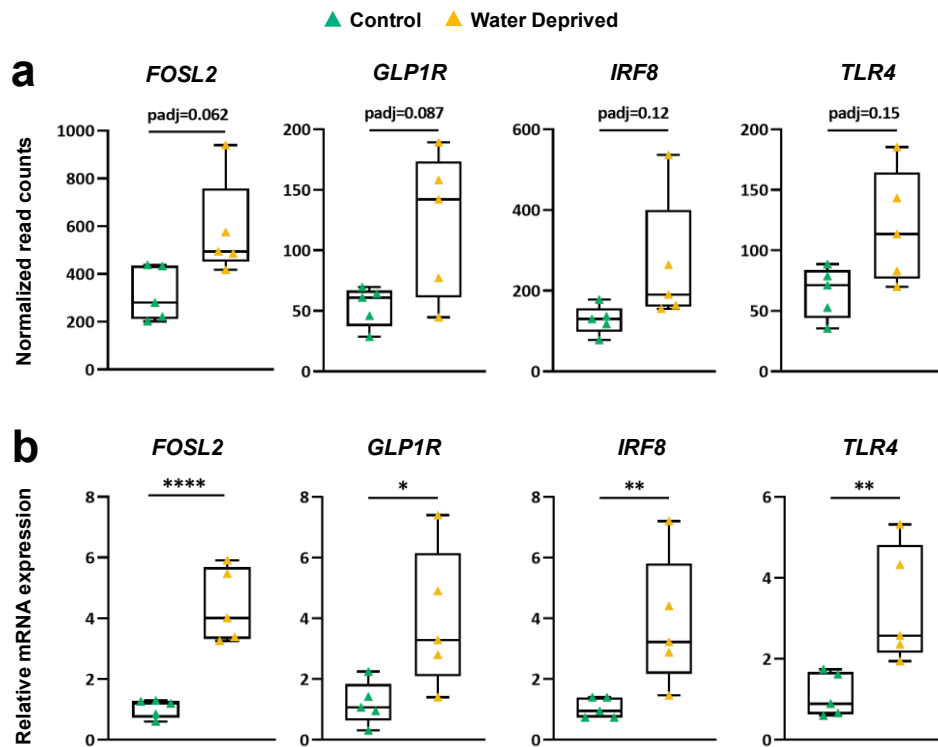

**Supplementary Fig. S2: qRT-PCR validation on genes without statistical significance in RNAseq analysis.**

Four genes (*FOSL2*, *GLP1R*, *IRF8*, *TLR4*) with  $\text{padj} > 0.05$  (by differential expression analysis between the control and WD camel rostral SON transcriptomes) were tested by qRT-PCR. Results (listed in alphabetical order) are illustrated by box and whisker plots with each individual value shown as a superimposed triangular dot (control: green; WD: yellow). Whiskers represent the minimum and maximum values within a group. The median is shown as a line in the center of the box. **a** Transcript expression level of each gene detected by RNAseq. RNAseq data was analysed by using DESeq2 (Wald test with Benjamin-Hochberg adjustment).  $\text{padj}$  were labeled as numeric values. **b** Relative mRNA expression levels of each gene detected by qRT-PCR. qRT-PCR data was analysed by using two-way, unpaired t test with Welch correction. \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ .

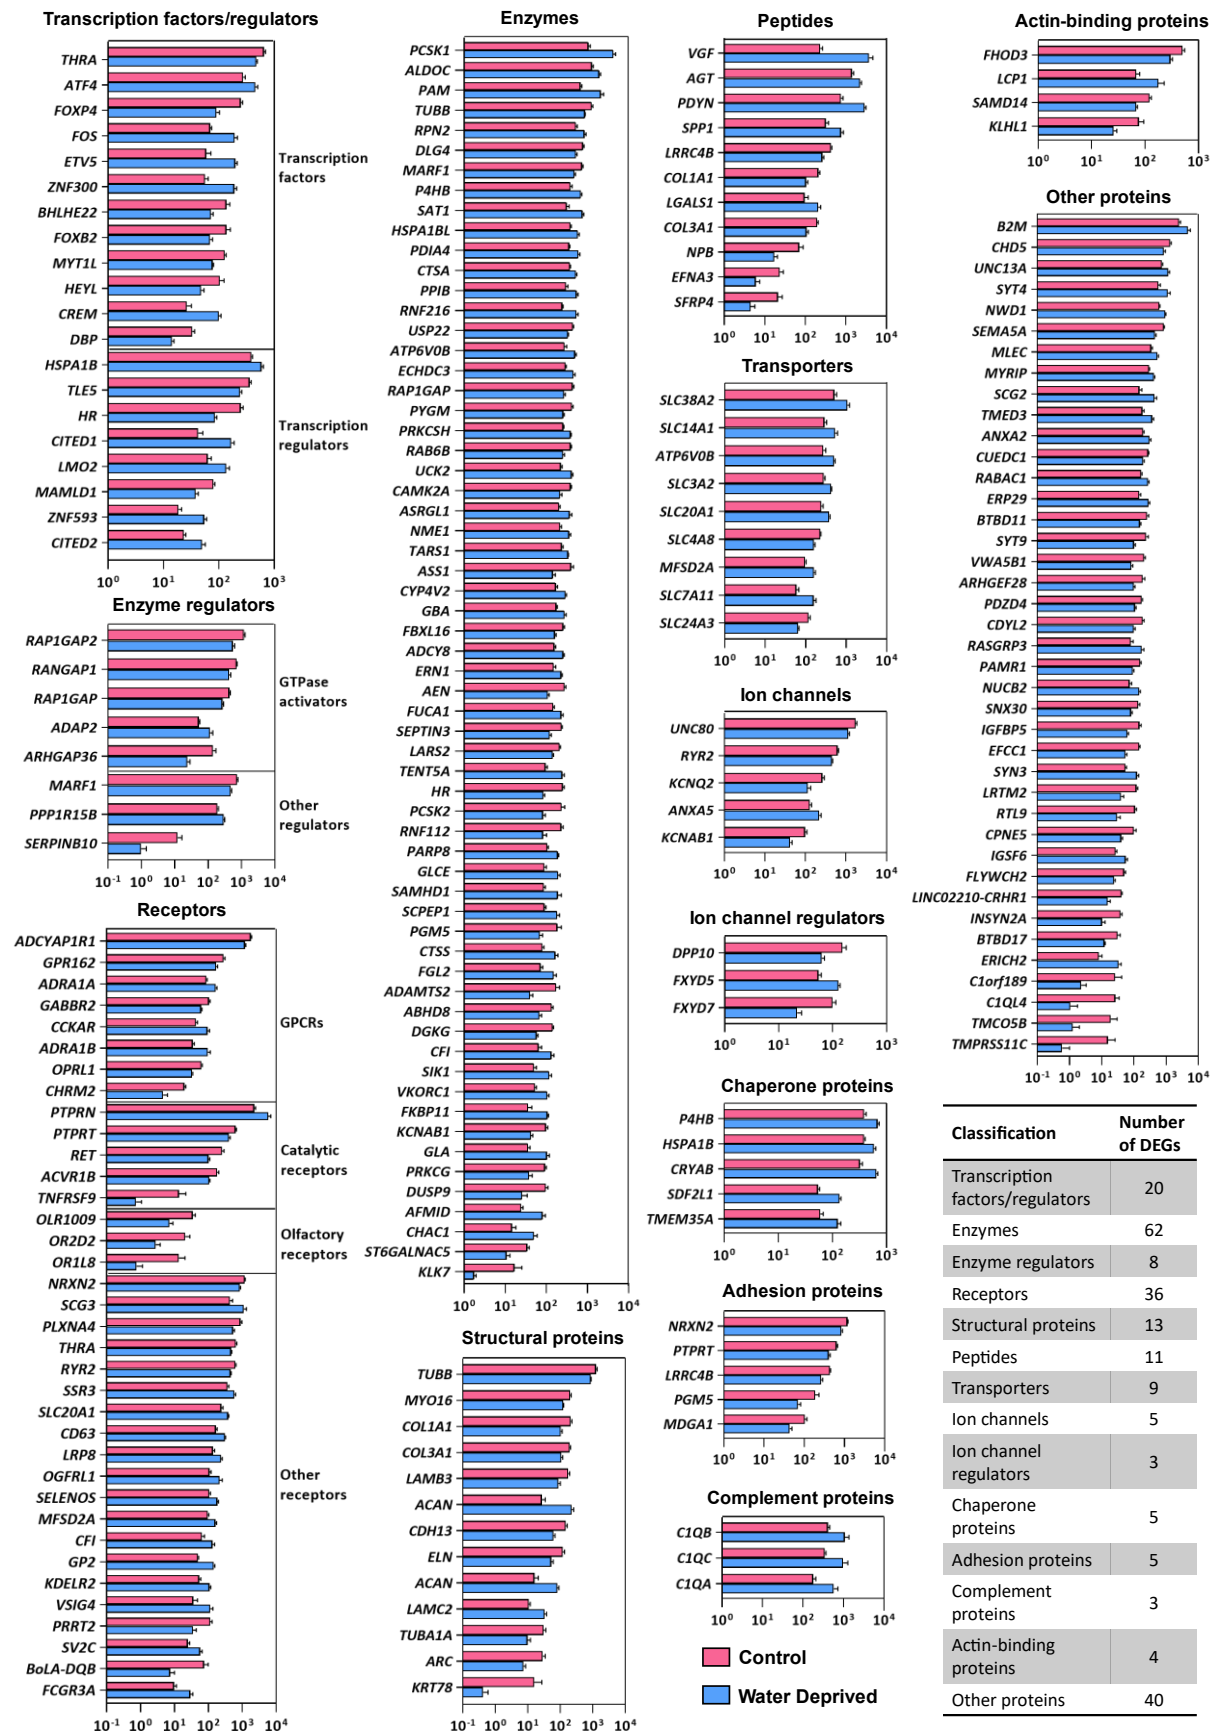

**Supplementary Fig. S3: Functional classification of differentially expressed genes by WD in camel rostral SON.**

Genes were classified according to the functions of their encoded products. All camel DEGs by WD were functionally classified into transcription factors/regulators, enzymes, enzyme regulators (subdivided into GTPase activators and other regulators), receptors (subdivided into GPCRs: G protein coupled receptors, catalytic receptors, olfactory receptors, and other receptors), structural proteins, peptides, transporters, ion channels, ion channel regulators, chaperone proteins, adhesion proteins, complement proteins, actin-binding proteins and other proteins (some genes have multiple functions). Data are presented as averaged normalized read counts of control or WD samples ( $n=5$  for each condition)  $\pm$  SEM (standard error of the mean).

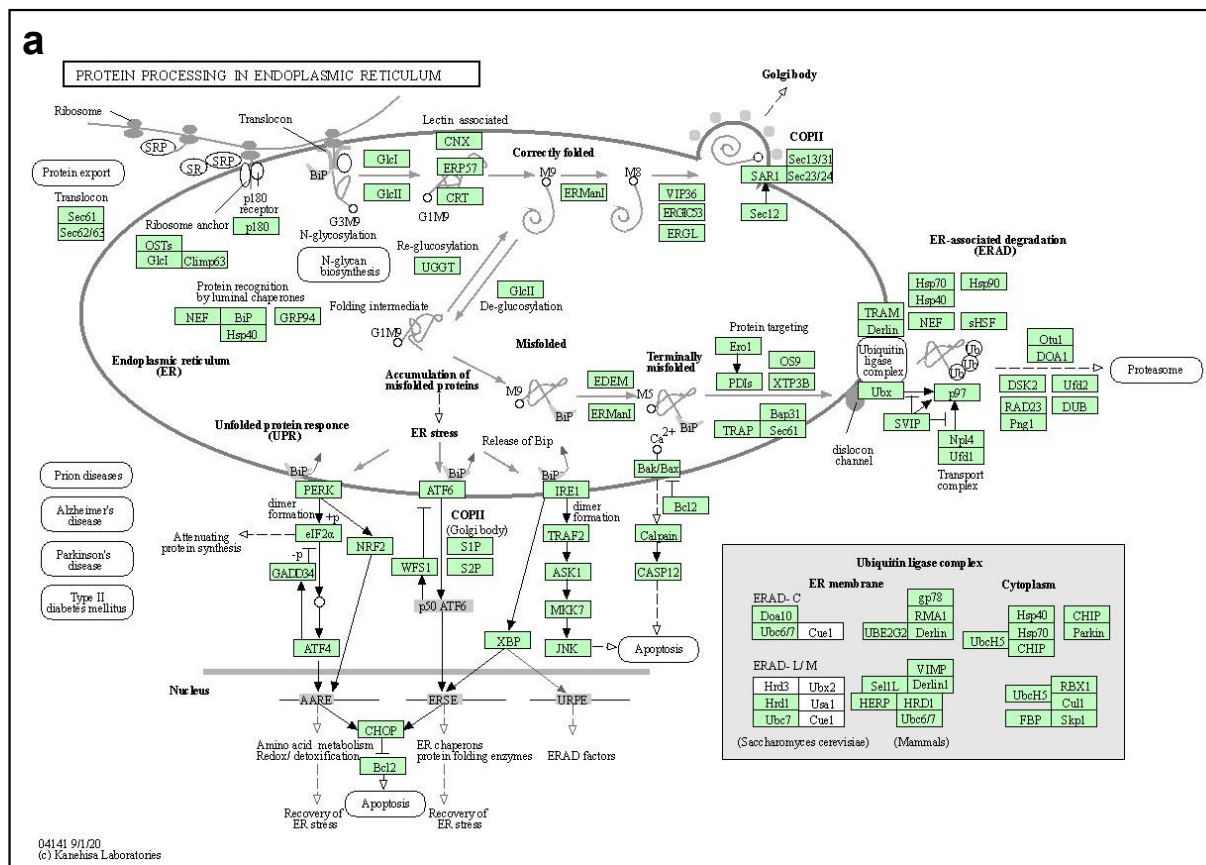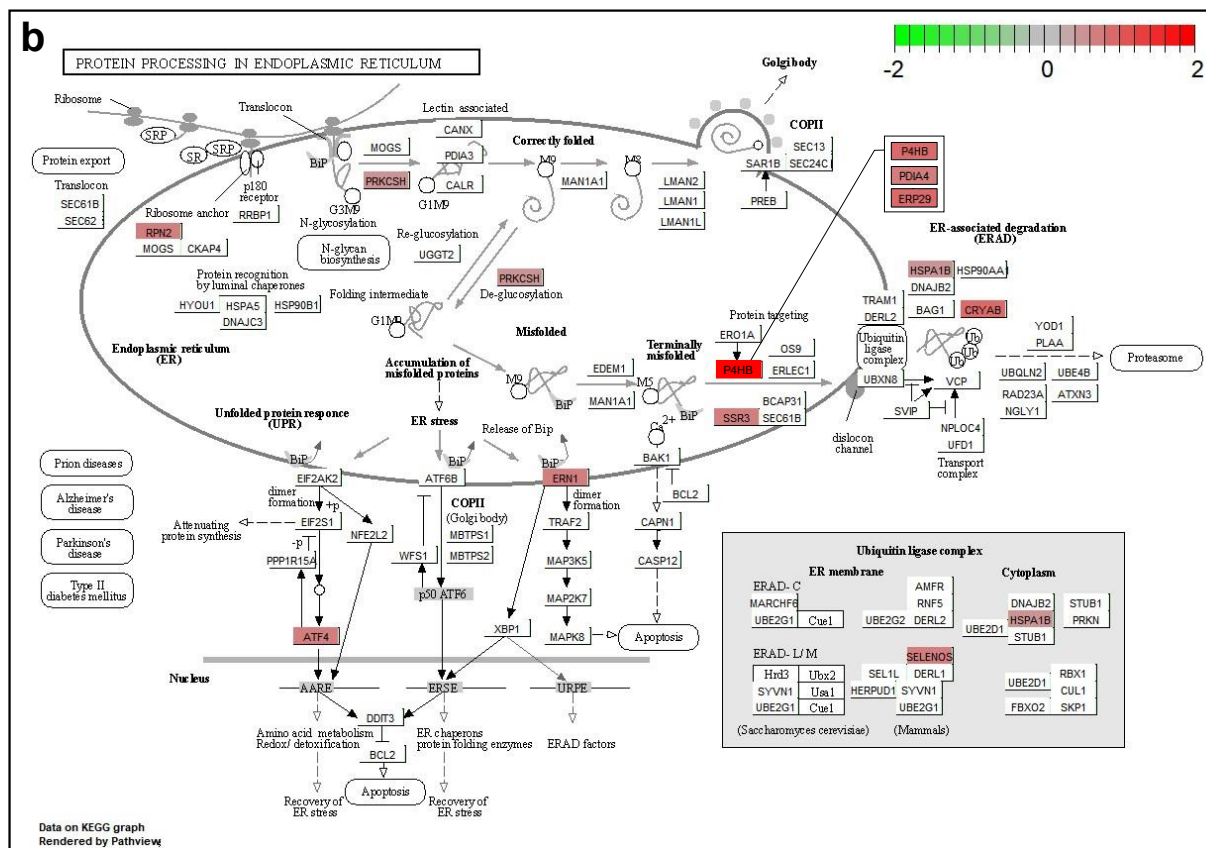

**Supplementary Fig. S4: Over-represented KEGG pathway: protein processing in endoplasmic reticulum.**

**a** The original KEGG pathway graph. Genes or compounds related to the pathways are visualized as nodes. **b** Pathway rendered with the associated differentially expressed genes (DEGs) regulated by WD in camel rostral SON. Color key:  $\log_2$  Fold change (LFC) of gene transcription by WD. Upregulated DEGs (LFC>0) are colored red in the nodes. Downregulated DEGs (LFC<0) are colored green in the nodes (if applicable). The multiple-gene node is expanded into single-gene nodes in the zoom-in window. The products encoded by *PDIA4* and *P4HB* genes are members of the protein disulfide isomerase (PDI) family, the product encoded by *ERP29* forms a chaperone complex together with other components including PDI and BiP<sup>1</sup>. The graphs were generated by using Pathview package (version 1.30.1)<sup>2</sup> in R.

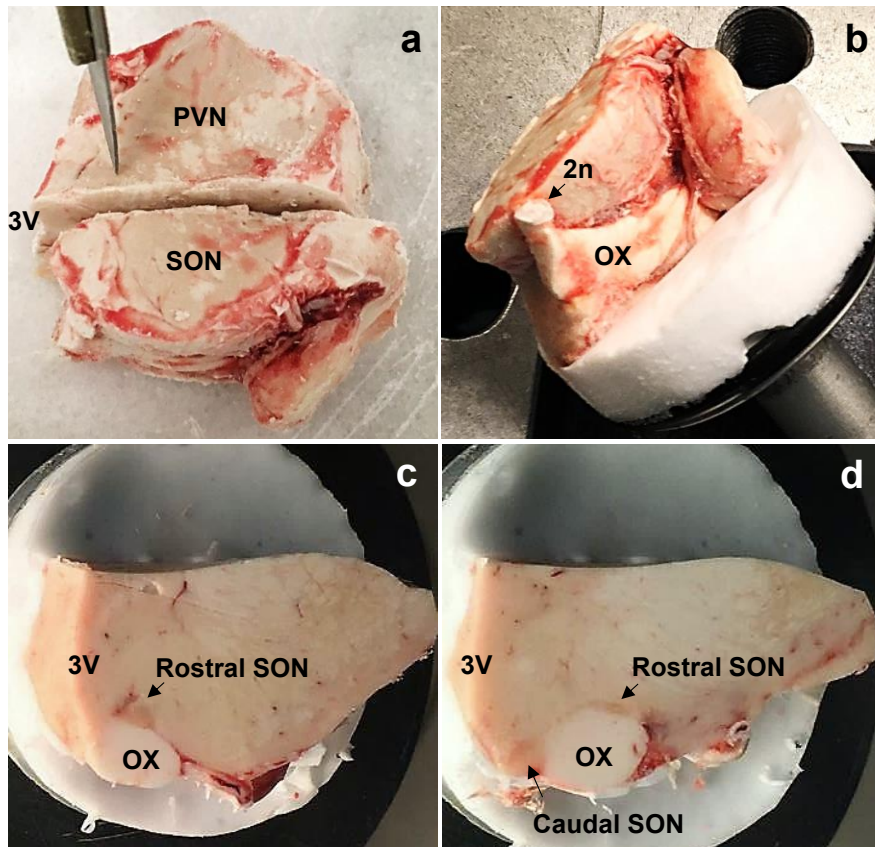

**Supplementary Fig. S5: Locating SON and other neuroanatomic sites in the camel hypothalamus sample.**

The hypothalamus sample was collected from a WD camel. **a** Hypothalamus sample was split into a SON-containing chunk and a PVN-containing chunk. **b** Mounting of the SON-containing chunk to the sample holder. **c** Rostral SON (in coronal plane). **d** Rostral SON and caudal SON (in coronal plane). SON: supraoptic nucleus, PVN: paraventricular nucleus, 3V: third ventricle, 2n: optic nerve, OX: optic chiasm.

### Supplementary references

1. Wang, Z., Zhang, H., & Cheng, Q. PDIA4: The basic characteristics, functions and its potential connection with cancer. *Biomed. Pharmacother.* **122**, 109688 (2020).
2. Luo, W., & Brouwer, C. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics.* **29**, 1830-1831 (2013).

# Supplementary material for: Transcriptomic plasticity of the hypothalamic osmoregulatory control centre of the Arabian dromedary camel
**Source:** Commun Biol. 2022 Sep 23;5:1008. doi: 10.1038/s42003-022-03857-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Movie S1

**Description:** The source data behind the 3D mapping of the dromedary camel SON in this paper. This 3D reconstruction was built using 12 RNAscope images (interpolated to 96 planes) of a partial hypothalamus containing SON (in coronal sections). The locations of *AVP* (red) and *OXT* (green) mRNA in the SON of a WD camel indicate the organization of SON. Cellular nuclei stained by DAPI (blue) marks the morphology of tissue structures (especially the optic chiasm as a landmark) were shown at the beginning of the video, then diminished gradually to facilitate the visualization of the SON.

**File name:** Supplementary Data S1

**Description:** The source data behind the quality control of cDNA library preparation for RNAseq in this paper.

**File name:** Supplementary Data S2

**Description:** The source data behind the figures related to RNAseq differential expression analysis in this paper. Camel and rat RNAseq data were analyzed by using DESeq2 (Wald test with Benjamin-Hochberg adjustment). **a** Original differential expression analysis between WD and control camels without any filtering (22444 genes in total). **b** A subset of (**a**) showing that 21579 genes are detectable for expression in basal (control) state (average normalized read counts across all control samples > 0). **c** A subset of (**a**) showing that 21986 genes are detectable for expression regarding collectively to both control and WD groups (baseMean > 0). **d** Original differential expression analysis between WD and control rats without any filtering (32402 genes in total). Ensembl was used for retrieving rat gene annotations using AnnotationDbi (version 1.50.3) packages. A total of 2247 DEGs (Benjamini-Hochberg correction, padj ≤ 0.05) were identified. CON: control. WD: water deprived. BaseMean: the average of the normalized count values, dividing by size factors, taken over all samples. log2FoldChange: the effect size estimate. LFC value indicates how much the gene or transcript's expression have changed between the comparison and control groups. LFC value is reported on a logarithmic scale to base 2. lfcSE: the standard error estimate for the LFC estimate. Stat: the value of the test statistic for the gene or transcript. Pvalue: P-value of the test for the gene or transcript. padj: adjusted P-value for multiple comparison for the gene or transcript. **e** Directions of change in expression of the common DEGs between WD camel and rat. UP: upregulation in WD compared to control. DOWN: downregulation in WD compared to control. **f** Simple linear regression and spearman correlation tests on the LFC values of the common DEGs between camel and rat. **g** Simple linear regression and spearman correlation tests on absolute LFC and -log10padj values of the common DEGs in camel or rat. **h** Wilcoxon matched-pairs signed rank test (two-tailed) for comparing the absolute LFC values of the common DEGs between camel and rat.

**File name:** Supplementary Data S3

**Description:** The source data behind the figures related to the functional classifications of genes in this paper. **a-i** Functional classifications of the camel basal (control) genes. **a** Transcription factors. **b** Peptides. **c** Catalytic receptors. **d** Enzymes. **e** G protein-coupled receptors (GPCRs). **f** Nuclear hormone receptors (NHRs). **g** Ion channels. **h** Transporters. **i** Other pharmacological targets. **j** Functional classifications of the camel DEGs.

**File name:** Supplementary Data S4

**Description:** The source data behind the figures related to the Gene Ontology analysis in this paper.

Over-representation analysis were performed based on a set of genes (with all genes expressed in camel or rat SON transcriptome as background) referring to the human (for camel) or rat (for rat) biological process and KEGG pathway databases. Benjamin-Hochberg (BH) adjustment was applied to reduce the false discovery rate (FDR). **a** Gene ontology on all camel DEGs. **b** Gene ontology on common DEGs between camel and rat. **c** Gene ontology on DEGs unique to camel.  $\text{GeneRatio} = k/n$  ( $k$  is size of the overlap of input genes with the specific geneset,  $n$  is size of the overlap of input genes with all the members of the collection of genesets);  $\text{BgRatio} = M/N$  ( $M$  is size of the geneset,  $N$  is the total number of genes in the background distribution);  $p\text{value}$ : calculated using hypergeometric distribution;  $p\text{.adjust}$ :  $p\text{value}$  corrected by BH method;  $q\text{value}$ :  $p\text{value}$  adjusted to calculate FDR for multiple testing;  $\text{count}$ : size of the overlap of input genes with the specific geneset.

**File name:** Supplementary Data S5

**Description:** The source data of the sequences of RNAscope probes, PCR and qRT-PCR primers in this paper. **a** PCR primers designed for the cloning and sequencing of the dromedary *AVP* and *OXT* genes (genomic DNA). **b** RNAscope probes of the dromedary *AVP* and *OXT* mRNAs were designed based on the exonic sequences of the two genes. **c** qRT-PCR primers designed for dromedary genes. *hnAVP*: heteronuclear *AVP*, *hnOXT*: heteronuclear *OXT*. For genes with multiple transcript variants, primers were designed based on the common sequence across all transcript variants.

**File name:** Supplementary Data S6

**Description:** The source data behind the statistical analysis of the plasma angiotensin II measurements and qRT-PCR tests in this paper. **a** For plasma ANG II measures over the 20 days of WD in comparison to control, data was analysed using two-way repeated measures ANOVA with Šídák's multiple comparisons test. **b** For plasma ANG II of the rehydrated group over 72 hrs of rehydration in comparison to control and WD states, data was analysed using one-way mixed-effects model (restricted maximum likelihood) for repeated measures with Tukey's multiple comparison test. For the mature and heteronuclear *AVP* and *OXT* genes and DEGs identified by RNAseq (*AGT*, *ATF4*, *ATP6V0B*, *C1QB*, *CAMK2A*, *CKAR*, *COL1A1*, *COL3A1*, *CREM*, *CTSA*, *FOS*, *GABBR2*, *PCSK1*, *PDYN*, *PTPRN*, *SCG2*, *VGF*, *ERN1*, *P4HB*, *SELENOS* and *SSR3*), qRT-PCR data was analysed by using Brown-Forsythe and Welch one-way ANOVA with Dunnett T3 post-hoc test. For *FOSL2*, *GLP2R*, *IRF8* and *TLR4* genes, qRT-PCR data was analysed using two-way, unpaired t test with Welch correction.

# Supplementary material for: Transcriptomic plasticity of the hypothalamic osmoregulatory control centre of the Arabian dromedary camel
**Source:** Commun Biol. 2022 Sep 23;5:1008. doi: 10.1038/s42003-022-03857-0
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software or custom code was used for data collection in this paper.

Data analysis Software/software package: ImageJ (bundled with 64-bit Java 1.8.0\_112), MATLAB version 9.4.0 (R2018a), Spliced Transcripts Alignment to a Reference (STAR, version 2.5.3a), R version 4.0.3, FeatureCounts (inbuilt in Rsubread version 2.4.3), DESeq2 version 1.30.0, ggplot2 version 3.3.3, ClusterProfiler version 3.18.1, AnnotationDbi version 1.52.0, Org.Hs.eg.db version 3.12.0, Graphpad Prism version 9.1.0.

This paper does not report original code. All code was adapted from the user manual of the software packages and is available from the corresponding author upon reasonable request. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon reasonable request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The dromedary camel AVP (accession number: OM963135) and OXT (accession number: OM963134) gene sequences have deposited to GenBank. The data underlying the transcriptomic analyses, including raw FASTQ files, bulk RNAseq counts, DESeq2-normalized data and project metadata, have been deposited in NCBI's Gene Expression Omnibus (GEO) and are publicly available as of the date of publication (accession number: GSE198577). All software packages used to analyse the data are described in the Methods section, and are common, well-established tools used in omics studies.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="This animal experiment was an international collaboration by different institutions. Based on the study design by all collaborators, the sample size was confirmed to be: control group (n=5), water deprived group (n=8), rehydrated group (n=6). The transcriptomic analysis in our study is benefited by the sample size no less than 5 to obtain sufficient statistical power."/> |
| Data exclusions | <input type="text" value="Three samples that did not pass the cDNA library quality control were excluded for RNAseq. Details are available in Methods section."/>                                                                                                                                                                                                                                               |
| Replication     | <input type="text" value="For key genes that were identified to be changed in expression by water deprivation in RNAseq, we performed qRT-PCR as a validation, with the majority of the tested genes successfully validated. The study was not replicated on a separate group of dromedary camels because they are not easily accessed as non-model animals."/>                                                 |
| Randomization   | <input type="text" value="The organisms were randomly allocated into experimental groups."/>                                                                                                                                                                                                                                                                                                                    |
| Blinding        | <input type="text" value="Group allocations were only disclosed to the workers in the rance house who maintained the animals, hence the investigators were blinded during sampling and data collection. The investigators who performed the RNAseq were also blinded from the group allocation."/>                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-angiotensin II antibody (Peninsula Laboratories Inc.; Cat#T-4007.0050)                                                                                                                                                                                                                                                                                                                                            |
| Validation      | <p>Plasma ANG II concentration was determined by specific radioimmunoassay using T-4007 antibody from Peninsula Laboratories, Inc. (San Carlos, CA, USA) as described by Mecawi et al. (2013).</p> <p>Mecawi, A.S., Vilhena-Franco, T., Fonseca, F.V., Reis, L.C., Elias, L.L., and Antunes-Rodrigues, J. (2013). The role of angiotensin II on sodium appetite after a low-sodium diet. J. Neuroendocrinol. 25, 281-291.</p> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | This study did not involve laboratory animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | The findings in this study apply to only males. This study was designed to involve only male dromedary camels to eliminate any sex bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Field-collected samples | The camels were supplied with alfalfa hay as feed and were ranch-housed outside Al Ain, United Arab Emirates during the hot months (April and May) of 2016, under careful veterinary supervision. After a short adaptive phase, the camels were divided into a control group (n=5), a WD group (n=8), and a rehydrated group (n=6). The control group had free access to food and water throughout the experimental period. The WD group was supplied with food ad libitum but without access to water for 20 days. The rehydrated group was WD for 20 days followed by an unlimited water supply for 3 days. After the experiment, the camels were sacrificed in the local central abattoir for human consumption. |
| Ethics oversight        | This study was approved by the Animal Ethics Committee of the United Arab Emirates University (approval ID: AE/15/38) and the University of Bristol Animal Welfare and Ethical Review Board.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

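RNA from the rostral SON of 5 control and 5 WD camels was sequenced after depletion of ribosomal RNA. The authors merged and trimmed the reads with BBDuk, aligned them to the assembly Camdro2 with STAR and counted aligned read pairs per gene with FeatureCounts, without pooling replicates. They deposited these counts per gene, which are whole numbers without normalization, for 22444 Ensembl gene IDs in 10 libraries. The authors also deposited a table of normalized values (a signal per gene), in which each count is divided by a size factor of its library from DESeq2's median of ratios. The largest relative departure from 1 size factor per library was 5.4e-10. The release of the annotation, the strand setting and the treatment of read pairs shared between genes are not stated in the paper's text, so genes that overlap or have a near-identical copy are uncertain. The counts of 9 gene IDs were within 1% of those of another ID in every library, for IDs with a total of at least 1000 counts, and none of them is a DEG. These 9 include 2 of the 5 IDs that each take over 1% of the counts of a library.

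All results were computed from the counts, with the condition of each library taken from the labels and Supplementary Data S1. Supplementary Data S1 notes duplicated samples, of which the authors used the better one. Computation used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. WD and control libraries were compared with edgeR's quasi-likelihood F test (robust fit, TMM normalization, filterByExpr by group), with Benjamini-Hochberg adjustment over the 14432 genes tested and a threshold of 0.05 on the adjusted p. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The biological coefficient of variation was 0.285. Levels are CPM after TMM normalization. Log2 CPM in checks for single libraries far from their group use a prior count of 0.5.

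The PCA used DESeq2's regularized log and the 500 most variable genes, as in the paper's methods, and group differences were tested by exact permutation over 252 assignments. Permutation tests of correlations over the 10 libraries used 1e+05 resamples. Genes were counted as detected in control camels when their mean normalized count was above 0. A floor of 3 counts was used as the limit that a count of 0 allows, and it covers counting error only.

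Depth differed more than total counts show, because 5 gene IDs took between 27.7% and 76.1% of a library. After normalization, 1 read pair weighs most in CON13 and WD6, and genes with few counts are least precise there. Groups of libraries by depth are not conditions and were used only as a covariate and as a comparison.

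Symbols were taken from the paper's supplementary tables, which pair 4351 of the 22444 IDs with a symbol, 39 of them through an NCBI gene number in the RefSeq gene table. No genome annotation of Camdro2 was used here, and no coordinates are given. Of 84 genes named beforehand from the paper, 9 were not paired with an ID and are not analysed here (among them ACTB, AVP, GAPDH, HPRT1, HSPA1B, NME1, OXT and SELENOS). Results on some genes of the paper are not reported here. The genes named in the text are those the paper names for this comparison, the 5 largest rises and the 5 largest falls among DEGs whose groups do not overlap, the gene with the smallest adjusted p, and DEGs that belong to gene lists written before the data were examined. Other genes are named only where stated.

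A list of ER stress sensors (ERN1, ERN2, EIF2AK3, ATF6 and ATF6B) was tested with limma's camera on voom values, with a preset correlation of 0.01. The other lists written beforehand were not tested, since less than 80.0% of their members had an ID from tables that are complete here, or fewer than 3 members passed the filter. For the same reason the enrichment of GO and KEGG terms was not recomputed. The paper's qRT-PCR, plasma and rat data were not analysed here.

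Alternatives set before the data were examined were DESeq2's Wald test, DESeq2's size factors in the edgeR fit, library totals only, no filter, at least 10 counts in every library, a fit that is not robust, the group of libraries under 300.0 bp as a covariate, RIN as a covariate, library totals without the 5 dominant IDs, and each library left out in turn. For the PCA they were another transformation and other numbers of genes. Depth group as a covariate and 2 other settings of DESeq2's filter were added after the data were seen. The default level of this filter was taken for DESeq2's Wald test after its number had been compared with the paper's.

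The edgeR test was tested on simulated counts of 14432 genes, with 200 genes changed. They were drawn from the means and sizes of the 10 libraries and edgeR's own estimates of dispersion. Genes were drawn independently of each other, without an effect of depth on single genes. It recovered 136 of them (68%), 88% of those changed by 2 and 48% of those changed by 1 on the log2 scale. Of its 143 calls, 7 were on unchanged genes (4.90%). With no gene changed it made 0 calls. DESeq2 made 168 calls on the same counts, 24 of them on unchanged genes (14.3%). These calls come from a single draw under edgeR's dispersions, so they do not give DESeq2's error rate in the camel libraries. In the test of camera, a list of 50 genes raised by 1 on the log2 scale had a p of 5.87e-57, and 1 of 100 lists of unchanged genes had a p of at most 0.05.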

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

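The test of depth as a reason for single libraries far from their group was chosen after these libraries were seen. For each named gene, total counts and PC scores, the gap between the highest or lowest library and its nearest neighbour was divided by the range of the 5 libraries of the group, on the log2 CPM scale for genes. This ratio passed Dixon's critical value of 0.71 for 16 of 178 groups, where chance gives 8.9. All 16 are genes. CON13 was the far library in 6 of them, WD6 in 4, WD15 in 3, and CON2, CON3 and WD8 in 1 each. CON13 and WD6 have the fewest counts outside the 5 dominant gene IDs. Together they hold 10 such genes, where chance gives 1.78, and the other 8 libraries hold 6, where chance gives 7.12. A candidate explanation for a part of the excess is therefore few counts in these 2 libraries, a hypothesis found and tested on the same values. It explains less where counts were higher, as for B2M with 267 counts in CON13. There B2M was at 8.32 log2 CPM, against 9.08 to 9.34 in the other control libraries. No biological explanation was tested, since the design gives none for a single camel.

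In CON13, the ratio was 0.738 for CITED1, 0.826 for CREM, 0.772 for SYN3, 0.863 for CAMK2A, 0.803 for VSIG4 and 0.744 for B2M. CITED1 was higher there than in the other 4 control libraries, and the other genes were lower. CREM had 1 count in CON13, VSIG4 0, SYN3 7 and CITED1 14, so sampling error is large for these. CAMK2A had 57 counts and B2M 267, where sampling error is smaller. Without CON13, the log2 fold change of CREM was 1.66 and that of CITED1 2.30, both past the threshold, and CAMK2A came under it with an adjusted p of 0.0498 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

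In WD6, the ratio was 0.872 for EIF2AK3, 0.794 for SFRP4 and 0.908 for AGTR1. SFRP4 and AGTR1 had no count in WD6. EIF2AK3 was lower there, with 46 counts, than in the other 4 WD libraries. Without WD6 the log2 fold change of EIF2AK3 was 0.37 and its adjusted p 0.313, its lowest over the fits that each left out a library, the highest being 0.964 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

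In WD15, the ratio was 0.793 for ASS1, 0.733 for CRYAB and 0.768 for CCKBR. CRYAB was higher in WD15 than in the other WD libraries and ASS1 lower, with 828 and 63 counts. CCKBR had no count in WD15. Without WD15, CRYAB was not past the threshold (log2 fold change 0.89, adjusted p 0.0522, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The remaining ratios were 0.874 for COL1A1, which was lower in CON3, 0.768 for C1QB, which was higher in CON2, and 1 for PPIA, which had 1 count in WD8 and none in the other WD libraries. These 6 genes in libraries other than CON13 and WD6 are fewer than the 7.12 that chance gives.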

How the results depend on the processing

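DESeq2's filter levels, DESeq2 with each library left out and depth group as a covariate were added after the results were seen, and all other alternatives were set before the data were examined. No paired analysis was possible because control and WD libraries share no replicate number.

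The number of DEGs was 72 (39 higher and 33 lower in WD) by edgeR's quasi-likelihood test. It lay between 62 and 78 with DESeq2's size factors, without a filter, with at least 10 counts in every library, with a fit that is not robust, with the library size group as a covariate and without the 5 dominant gene IDs. With library totals only, it was 10 (7 higher, 3 lower, 70% higher against 54.2%), all 10 among the 72. This setting raised the median log2 fold change of all genes tested to 0.161, from 0.02. With RIN as a covariate it was 104 (70 higher, 34 lower), and with DESeq2's Wald test 209 (105 higher, 104 lower). With depth group as a covariate it was 224 (122 higher, 102 lower). The last 2 settings include all 72 genes. Leaving out each library in turn gave between 40 and 102 DEGs, with 20 to 50 higher and 19 to 52 lower. The number was lowest without CON3 (40) and CON5 (42) and highest without WD6 (102). Without CON13 it was 59. The cause was not tested for RIN, DESeq2, CON3 and CON5.

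The number from DESeq2 depends on its independent filter, whose level the paper's text does not state. At DESeq2's default level of 0.1 it called 209 genes, with the filter optimized at 0.05 210.0 (116 higher, 94 lower, 171 of them among the paper's 209), and without the filter 179 (178 of them among the paper's). The default level was taken as DESeq2's own filter after these numbers had been compared with the paper's. With each library left out, DESeq2 called between 112 genes, without CON3, and 383, without WD6. It called 137 without WD9 and 117 without WD15.

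On PC1 the group difference came under 0.05 with the 100 most variable genes (exact permutation p = 0.0159), and was weaker with a larger set of variable genes (exact permutation p = 0.286) and on log2 CPM (exact permutation p = 0.333). Over the fits that each left out a library p lay between 0.0159 (without WD6) and 0.325 (without WD15). It was also under 0.05 without CON4 (exact permutation p = 0.0397). On PC2 it was lost with the 100 most variable genes (exact permutation p = 0.0794) and lay between 0.00794 and 0.278 (without WD6) with each library left out. It was over 0.05 without CON4, CON5 or CON13 too (exact permutation p = 0.183, 0.0635 and 0.214). On the larger set of variable genes and on log2 CPM, PC2 stayed under 0.05 (exact permutation p = 0.0159 for both). The shares of variance of both axes stayed within 1.5 times under all alternatives run. The cause was not tested for the number of genes.

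The number of genes detected in control camels fell from 21597 to 13636 when at least 1 CPM was required in each control library, a stricter definition by construction. It was between 21272 and 21520 with each control library left out. For the ER sensors, camera's p was 0.0140, stayed under 0.05 with all 10 libraries under each alternative run, and lay between 0.00806 and 0.281 with each library left out. It was over 0.05 without CON4 (0.281), WD7 (0.0887) and WD15 (0.0552). In those 3 fits ERN2, with 65 counts in all, passed the filter and joined the list, as it did without CON5 (0.0442), WD6 (0.0432) and WD9 (0.0208).

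For single genes, the alternatives set before the data were examined gave 1484 values, none of them reversed, 136 weaker and 66 stronger. Library totals only accounted for 29 of the weaker and leaving out a library for 104. DESeq2 accounted for 33 of the stronger, RIN for 10 and leaving out a library for 13. Of 37 named genes past the threshold, 16 stayed past it with each library left out and 6 under all of those alternatives that gave a value. With depth group as a covariate, 23 of 79 values were stronger and 0 weaker. The coefficient of variation of B2M stayed within 1.5 times under all alternatives run.

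Depth limits the genes with few counts most. KRT78 (33 counts), AGTR1 (43), CCKBR (89) and SFRP4 (133) did not pass the filter, and for these a difference under the limit of a count of 0 cannot be seen in CON13 and WD6. In simulated counts of this depth, edgeR recovered 48% of genes changed by 1 and 88% of those changed by 2 on the log2 scale.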

Differences from the paper's values

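DESeq2's filter levels and depth group as a covariate, among the settings named here, were chosen after the values were seen. The paper reports 209 DEGs, 105 upregulated and 104 downregulated, and 72 were found here, 39 higher and 33 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test, from the tool the paper's methods name, was among the alternatives set before the data were examined. With its independent filter at the default level it gave 209, 105 and 104. This level was chosen after comparison with the paper's numbers, so the exact match is a selected one. For the number of upregulated genes, RIN as a covariate gave 70, within 1.5 times of the paper's 105. No other alternative set before the data were examined closed the gap. Among settings chosen after seeing the values, DESeq2 with its filter optimized at 0.05 gave 210.0 genes (116 higher, 94 lower), DESeq2 without the filter 179 (87 higher, 92 lower), and edgeR with depth group as a covariate 224 (122 higher, 102 lower, 152 of them among the paper's 209). DESeq2 with single libraries left out gave between 112 and 383 genes, of which 142 (without CON5), 154 (without WD8), 167 (without CON13), 179 (without CON2), 201 (without WD7) and 238 (without CON4) are within 1.5 times of the paper's 209.

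The paper gives a mean of 22.2 M mapped reads per sample (1 M is 1e+06), and the deposited counts hold a mean of 5187212 read pairs on genes per library, which is 5.19 M. These are different quantities, and no alternative applies to them.

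For VGF the paper lists an adjusted p of 3.43e-29, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 3.85e-05. For FOSL2, GLP1R, TLR4 and IRF8 the paper lists 0.0617, 0.0869, 0.145 and 0.115, and the same edgeR test with Benjamini-Hochberg adjustment gave 0.194, 0.192, 0.229 and 0.229. DESeq2's Wald test reached the paper's value for each of these 5 genes. For TLR4, at least 10 counts in every library (0.162) and leaving out WD7 (0.205) also came within 1.5 times of it, and for IRF8 leaving out WD6 (0.120) or WD7 (0.163). The other alternatives set before the data were examined did not close these gaps.

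The paper calls KRT78 the most downregulated gene. KRT78 was not tested by edgeR here because of its low counts, and C1QL4 had the largest fall among the genes tested, a log2 fold change of -4.35. DESeq2 called KRT78 (log2 fold change -4.66, adjusted p = 0.0288), and edgeR without a filter did not (log2 fold change -4.31, adjusted p = 0.257). The paper counts AGT, ATF4, ATP6V0B, C1QB, CCKAR, CTSA, GABBR2, COL3A1 and CAMK2A among the DEGs, and edgeR put none of these 9 past the threshold. By qRT-PCR in the rostral SON, the paper reports a WD change for most genes it examined, but not for ATF4, CAMK2A, COL1A1 and COL3A1. In simulated counts edgeR recovered 48% of genes changed by 1 on the log2 scale, so a miss does not show that a gene is unchanged. DESeq2 called all 9, and edgeR with depth group as a covariate, chosen after seeing the values, called 7 (not AGT and CTSA). By edgeR, CAMK2A was called with DESeq2's size factors, at least 10 counts in every library, a fit that is not robust, the library size group as a covariate, or without CON13 or WD6. CCKAR was called with RIN as a covariate or without WD6 or WD15. C1QB was called without a filter, with RIN as a covariate or without WD9. ATP6V0B was called with at least 10 counts in every library, with RIN as a covariate or without CON4, and ATF4 with RIN as a covariate.

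The paper reports ERN1 and SSR3 as higher in WD by qRT-PCR in the rostral SON. ERN1 is a DEG of the paper, and had an adjusted p of 0.194 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment here. DESeq2 called it (adjusted p = 0.0217), and so did edgeR with depth group as a covariate, chosen after seeing the values (adjusted p = 0.0223). Of the 9 ER pathway genes with an ID, edgeR called 2 and DESeq2 9. Of the other 7, ERP29 and PDIA4 were called by edgeR with RIN as a covariate, at least 10 counts in every library or without WD6, and ERP29 also with the library size group as a covariate or without WD15. SSR3 was called with RIN as a covariate or without WD6, and RPN2 and ATF4 with RIN as a covariate. Of the 5 complement genes edgeR called 1 and DESeq2 5, and C1QC was called by edgeR without a filter or without WD7 or WD9. Of the 5 ECM genes edgeR called 2 and DESeq2 5, and of the 18 synaptic genes 7 and 18. Among the 18, SYT4 was called by edgeR with RIN as a covariate. Of the 10 genes that the paper lists as opposite in the rat, edgeR called 6 and DESeq2 10. EdgeR with depth group as a covariate, chosen after seeing the values, called 9 of the ER pathway genes, 4 of the complement genes, 4 of the ECM genes, 12 of the synaptic genes and 8 of these 10.

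GLP1R is above the threshold in the paper, and came under it by edgeR with RIN as a covariate (adjusted p = 0.00896) or without WD15 (adjusted p = 0.0491). FOSL2 came under it with depth group as a covariate, chosen after seeing the values (adjusted p = 0.00511, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper attributes PC1 to hydration, and the groups differed on PC1 with an exact permutation p of 0.0873. On the 100 most variable genes it was 0.0159, on a larger set of variable genes 0.286 and on log2 CPM 0.333.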

Other observations

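The tests of the split by depth and its single libraries, of WD6, of the genes with few counts, of the 2nd share of background reads, of PCSK1 and PCSK2 and of the complement genes were chosen after the results they bear on were seen. The tests of the share of 1 gene ID, of PC1 with depth and of background reads were written before their values were computed, and the total counts and the share on dominant gene IDs were added to the PC1 test afterwards.

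Of the 126 possible splits of the 10 libraries into 5 and 5, 100 were drawn, the real one included, and 2 of the 100 gave at least the 72 DEGs of the real split. The other was the split of the 5 libraries with the fewest counts outside the 5 dominant gene IDs (CON2, CON3, CON13, WD6 and WD15) from the 5 with the most. It gave 778 DEGs, 310.0 higher and 468 lower in the libraries with fewer counts. Of the other splits, 97 gave 0. None of the 778 is among the 72 DEGs of WD, but that fit did not model condition. A WD effect then adds to the spread within each side of the split, so an overlap was unlikely from the start. Since 97 of the other splits gave 0, a random grouping of the libraries does not account for the 72. That depth separates these libraries is a hypothesis drawn from the same splits. With condition as a covariate the depth split gave 1336 DEGs, which were not compared with the 72. With depth group as a covariate the WD comparison gave 224, which include all 72. The libraries with fewer counts hold 3 control and 2 WD camels, so depth is nearly balanced between the groups.

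One explanation of the depth split is a single shallow library. It gave 326 DEGs without CON13 and 128 without WD6, more in each case than WD gave (59 and 102), which argues against either library alone. Without both it gave 0, with 3057 genes at an unadjusted p under 0.05, where WD gave 88, with 1801. The depth split is then 3 libraries against 5, so whether its calls rest on these 2 libraries together stays open. Another is background reads on genes of other tissues. For 108 genes of tissues outside the brain, chosen before their values were computed from a longer list that was narrowed by hand, the share per 1e+06 counts outside the dominant gene IDs fell with depth (Spearman's rho = -0.915, permutation p = 0.00037, Pearson's r = -0.898, and r = -0.829 without CON13 and WD6). As a share of all counts, rho was -0.406 (permutation p = 0.248). The adjusted permutation p over these 2 relations was 0.00074 and 0.248. The list holds between 413 and 1433 counts per library. Since counts outside the dominant gene IDs enter both the first share and depth, and the 2 shares disagree, background reads and another effect of depth cannot be told apart here.

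PC1, the axis with the most variance, on which the groups overlap, followed the counts outside the dominant gene IDs (Spearman's rho = 0.842, permutation p = 0.00383, adjusted over 6 relations 0.016). With total counts rho was 0.818 (adjusted 0.016) and with the share on dominant gene IDs -0.636 (adjusted 0.11). Values within groups are given beside the PCA. This is consistent with depth as a part of PC1, since the relation could have been absent. WD stays open as another part, with a group difference that had an exact permutation p of 0.0873.

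The number of DEGs rose to 102 without WD6, which holds 73.8% of its counts on the dominant gene IDs. If low depth outside these IDs were the reason, leaving out CON13, with 76.1%, could be expected to raise it too, but it gave 59. CON13 and WD6 differ in group and in many other ways, so one library each leaves this open, and depth and a difference of this camel cannot be told apart.

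All 12 of the paper's DEGs with under 150 counts over the 10 libraries, a limit chosen after seeing the values, are lower in WD camels. CON13 holds between 22.3% and 77.3% of the normalized control counts of these genes. Under DESeq2, 8 of the 12 had an unadjusted p of at most 0.01 without CON13, and all 12 without each other library. DESeq2's filter gave none of the 12 an adjusted p without CON13, CON2 or WD9, so the calls cannot be compared there. A part of these falls may rest on CON13, but a test with fewer control counts is weaker for each gene as well. As to background reads in controls, the share of the 108 genes of other tissues was 561 ± 308 (SD, n = 5) per 1e+06 counts outside the dominant gene IDs in control and 374 ± 110 (SD, n = 5) in WD libraries (exact permutation p = 0.246). Of the 25 genes of this list that were tested, 19 were lower in WD, 0 past the threshold, with a median log2 fold change of -0.29. With 5 libraries per group this spread decides nothing, so background reads and a fall with WD cannot be told apart for these genes.

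The gene ID with the most counts, ENSCDRG00005006958, took between 13.4% and 58.5% of a library. Its share was 35.0 ± 12.5% (SD, n = 5) in control and 28.2 ± 18.3% (SD, n = 5) in WD libraries (exact permutation p = 0.492). Over the 10 libraries, it was not related beyond chance to RIN (Spearman's rho = -0.438, permutation p = 0.209; Pearson's r = -0.297) or to fragment size (rho = 0.237, permutation p = 0.503; r = -0.218). Library concentration gave rho = -0.515 (permutation p = 0.133; r = -0.546). No adjusted permutation p of rho over these 3 relations was under 0.314. Without the 2 farthest libraries on each x axis, r was -0.671 for RIN, 0.782 for fragment size and -0.455 for concentration. RNA integrity, fragment size and WD cannot be told apart as sources of this spread with 10 libraries. No explanation that depends on what the ID encodes was tested, such as a share that RNA depletion left, since it is not paired with a name. AVP and OXT are not paired with an ID either, so whether they are among the dominant gene IDs is left open.

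PCSK1 rose and PCSK2 fell in WD camels. The log2 ratio of PCSK1 to PCSK2 within a library, from which any scaling factor cancels, was 2.25 ± 0.562 (SD, n = 5) in control and 5.71 ± 0.379 (SD, n = 5) in WD libraries. The difference was 3.46, and stayed between 3.31 and 3.64 with each library left out. Since the 2 genes were picked for opposite changes without overlap, a permutation test of this ratio has a fixed outcome and is not used. A scaling factor moves both genes alike and leaves no difference in the ratio, so the values argue against scaling between libraries. With depth group as a covariate, the log2 fold change of PCSK1 was 1.95 (adjusted p = 9.46e-06) and that of PCSK2 -1.67 (adjusted p = 4.21e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which argues against depth as the whole cause. That WD changes the balance of these convertase genes is a hypothesis, found and tested on the same libraries. Cell composition was not tested for it. The ratio of ERN1 to XBP1 rose by 0.49 (exact permutation p = 0.0952, adjusted 0.149, 0 of 5 WD libraries above all controls). Since counts per gene do not separate spliced XBP1 mRNA, this ratio does not measure the activity of IRE1.

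C1QA, C1QB and C1QC rose with a median log2 fold change of 1.48. The 9 microglial markers with an ID were all higher in WD too (median log2 fold change 0.86, between 0.62 and 1.16). None of them was past the threshold by edgeR. The mean of C1QA, C1QB and C1QC over that of these 9 markers was taken within each library on the log2 scale. It was higher in WD by 0.56 (exact permutation p = 0.0238, adjusted over 5 ratios 0.0595). This test decides nothing, since 2 of the 9 markers have an ID from a complete table, and the other 7 have theirs from the copy of Supplementary Data S2a, which holds 1819 of 22444 genes with all 209 DEGs of the paper among them. The markers seen here are therefore not a fair sample of the 14 in the list, and a higher share of microglia and a rise of these genes in microglia cannot be told apart.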
